# Differences in the microbiome of the small intestine of Leghorn lines divergently selected for antibody titer to sheep erythrocytes suggest roles for commensals in host humoral response

**DOI:** 10.3389/fphys.2023.1304051

**Published:** 2024-01-08

**Authors:** Shelly J. Nolin, Paul B. Siegel, Christopher M. Ashwell

**Keywords:** microbiome, antibody response, VA tech HAS and LAS, machine learning, immunogenetics

## Abstract

For forty generations, two lines of White Leghorn chickens have been selected for high (HAS) or low (LAS) antibody response to a low dose injection of sheep red blood cells (SRBCs). Their gut is home to billons of microorganisms and the largest number of immune cells in the body; therefore, the objective of this experiment was to gain understanding of the ways the microbiome may influence the differential antibody response observed in these lines. We achieved this by characterizing the small intestinal microbiome of HAS and LAS chickens, determining their functional microbiome profiles, and by using machine learning to identify microbes which best differentiate HAS from LAS and associating the abundance of those microbes with host gene expression. Microbiome sequencing revealed greater diversity in LAS but statistically higher abundance of several strains, particularly those of *Lactobacillus,* in HAS. Enrichment of microbial metabolites implicated in immune response such as lactic acid, short chain fatty acids, amino acids, and vitamins were different between HAS and LAS. The abundance of several microbial strains corresponds to enriched host gene expression pathways related to immune response. These data provide a compelling argument that the microbiome is both likely affected by host divergent genetic selection and that it exerts influence on host antibody response by various mechanisms.

## Introduction

Gut microbes are integral to intestinal physiology. Necessary for maintaining homeostatic balance between roles of nutrient absorption and pathogen response; resident microbes train the intestine to tolerate commensals while recognizing and responding to pathogens (Shulzhenko et al., 2011; Oakley et al., 2014). The accessibility of next-generation tools, such as 16S ribosomal RNA sequencing, has facilitated better characterization of chicken microbiomes and correlated associations between commensal microbes and bird health and physiology (Benson et al., 2010; Oakley et al., 2014; Al-Marzooqi et al., 2020). Research is emerging which further connects host humoral response to vaccines and the commensal microbiota (Zimmermann and Curtis, 2018; Gonçalves et al., 2021; Jordan, Carding, and Hall, 2022).

Lines of White Leghorns have been divergently selected for high or low antibody response 5 days post injection with intravenous sheep red blood cells (Siegel and Gross, 1980). These lines, HAS and LAS, have been under constant divergent selection for over 40 generations and are valuable models for avian immunology and genetics, however the majority of the phenotypic differences remain unexplained (Gehad et al., 1999; Dorshorst, Siegel, and Ashwell, 2011; Lillie et al., 2017). Fecal 16S sequencing of HAS and LAS, along with associated lines where selection was relaxed, HAR and LAR, show selection associated differences in microbial abundance (L. Yang et al., 2017). Understanding how selection affects changes in microbiome composition and abundance is important in exploring the host microbe relationship. Equally important however, is unravelling ways in which the resident microbes may influence host phenotype.

In addition to simply characterizing the resident microbes, there is much interest in functional analysis to better explain host-microbe interactions. For amplicon-based sequencing, functional analysis is inferentially determined using software tools such as Phylogenetic Investigation of Communities by Reconstruction of Unobserved States (PICRUSt) (Douglas, Beiko, and Langille, 2018). Functional profile inference provides more information to better understand what molecules may be involved in host-microbe interactions, however this approach has obvious limitations both in terms of incomplete information due to dependence on previously sequenced microbial genomes as well as understanding how microbial gene products may affect host physiology. More integrative approaches are necessary to make accurate associations between microbes and host molecular responses.

Machine learning is revolutionizing omics data analysis (Lin and Lane, 2017; Leite et al., 2018; Oh et al., 2021). Predictive algorithms make it possible to identify patterns in large data sets and make relevant associations. This is useful in microbiome data analysis because the abundance of specific microbes can identify microbial “signatures” specific to, and able to differentiate between, two or more groups. This analysis can complement conventional methods to define which microbes best characterize a phenotypic group. Additionally, once microbial signatures are identified, that information can be used as the “classifier” for subsequent machine learning with other data. We have RNA sequencing data for the jejuna segments from which the microbes for 16S sequencing were obtained (Nolin Shelly et al., 2023). Machine learning utilizing microbial signatures with gene expression data, enables the identification of patterns of gene expression which best predict microbe abundance. By determining what molecular pathways are altered by genes differentially expressed in chickens with specific microbial signatures we are then able to make associations of host gene expression with commensal microbiomes. The integration of microbial data, with genetic line and gene expression data becomes a novel means to further explain how microbes may influence underlying host physiology and in turn host phenotype.

## Materials and methods

### Animal work

Eggs from the 40th generations of lines HAS and LAS were obtained from Virginia Polytechnic Institute and State University and co-incubated until hatch. At hatch, all chicks were tagged for line identification and randomly transferred to battery cages such that chickens from both lines were raised together for the duration of the experiment. At 46 days of age, six chickens from each line were randomly selected, euthanized, and intestinal content samples collected from the duodenum, jejunum, and ileum for microbial DNA isolation. Corresponding intestinal tissue samples were collected for RNA isolation. This time point was selected because it is the traditional age of selection and the age corresponding to that of a cohort of chickens which had been injected with SRBC 5 days prior. All animal research was done in accordance with the North Carolina State University Institutional Animal Care and Use Committee.

### Nucleic acid isolation, quantitation, and sequencing

Microbial DNA was isolated from intestinal contents using the QiaAmp DNA Stool Mini Kit and RNA was isolated from each jejunum sample using the RNEasy mini kit (Qiagen, Hilden, Germany) using the manufacturer’s protocols. RNA and microbial DNA quantity were measured, and purity was assessed using the NanoDrop ND2000 spectrophotometer (Thermo Fisher Scientific, Waltham MA). Five hundred nanograms of each sample for 16S rRNA sequencing targeting the V3-V4 hypervariable region were sent to the University of North Carolina Microbiome center for library preparation, barcoding, and pyrosequencing on the Roche 454 sequencer. Two micrograms of RNA from each sample were taken to the North Carolina State University Genomics Sciences Laboratory for library preparation and sequencing on the Illumina HiSeq 2,500 sequencer.

### Sequencing data analysis

CLC Genomics Workbench (Qiagen, Hilden, Germany) was used for all sequencing and statistical analyses. Statistical comparisons use a generalized linear model and calculate a *p*-value as well as false discovery rate *p*-value (FDRp) and Bonferroni correction to correct for multiple testing.

16S amplicon sequencing data was analyzed using the CLC Microbial Genomics Module. Sequence reads passing quality control were grouped into operational taxonomic units (OTUs) based on 97% sequence similarity to reference database SILVA SSU 99 version 138.1 (Pruesse et al., 2007; Quast et al., 2012; Yilmaz et al., 2014; Glöckner et al., 2017) and representative sequences were selected from each OTU for taxonomic assignment. Metrics were calculated for alpha (within line) diversity using total number of OTUs and beta (between line) diversity using weighted unifrac. Differences in OTU abundance between HAS and LAS were considered significant at *p* ≤ 0.05. Additionally, weighted unifrac permutational multivariate analysis of variance (PERMANOVA) was run to investigate line by tissue differences and were also considered significant at *p* ≤ 0.05.

The microbial genomics module also contains a tool for inferring functional microbial profiles utilizing PICRUSt2 (Douglas et al., 2020). By importing a table containing Kmer frequency profiles with term multipliers and associated 16S copy numbers, the software can produce approximate functional profiles for mapped OTUs. This tool was used to create functional profiles as represented by KEGG (Kyoto encyclopedia of genes and genomes) (M. Kanehisa and Goto, 2000; Kanehisa, 2019; Kanehisa et al., 2021) identifiers present for HAS and LAS. Differential abundance of microbial molecules was calculated using the same GLM tool for determining OTU abundance. Due to the large number of functional molecules as well as the inferential nature of the data, the most conservative cut-off, Bonferroni correction ≤0.05 was considered significant. Differentially abundant KEGG molecules were entered into the KEGG orthology database and analyzed for module enrichment between lines.

CLC Genomics Workbench version 11 (Qiagen, Hilden, Germany) was used for RNA sequencing analysis as described previously (Nolin Shelly et al., 2023). High quality RNA sequencing reads were mapped to the Galgal6 reference genome (GCA_000002315.5) and differentially expressed genes were determined between lines, with FDRp ≤0.05 considered statistically significant.

### Machine learning

Waikato Environment for Knowledge Analysis suite (WEKA) (Hall et al., 2009) was used for Machine learning. Three algorithms were used: support vector machines, artificial neural networks, and a decision tree. Algorithms were validated using two cross validation methods, a %-split and a K-fold stratified hold-out. A % split cross validation randomly splits the data into training or test. In our experiment we used a 66%–34% split, wherein 66% of the data was assigned to be the training set and the remaining 34% used to test. Sample groups are equally represented in the test and training sets. The K-fold stratified hold-out works by randomly dividing the data into K datasets, where K-1 datasets are used for training with the remaining 1 “hold-out” dataset as the test set. For our experiment, 6 is the number of biological replicates for each line/tissue, so K = 6. This algorithm runs sequentially 6 times, such that each dataset is the test set only once and included in the training set the remainder; performance is given as the average for the 6 runs. Performance for all machine learning is calculated as the average for the three algorithms and two validation methods.

To utilize machine learning to associate microbes with genetic line and later host gene expression, first we ran the algorithms to determine which jejunal microbes were most predictive of line. We started by running the algorithms with all OTUs to determine the predictive performance using the entire dataset. Next the OTUs were ranked by combining the entropy based InfoGainAttribute ranker function in WEKA (Li et al., 2004) with the *p*-value which was calculated for differential abundance for each OTU. A portion of OTUs were then removed (those with the highest *p*-value and lowest entropy) and the algorithms were re-run with the smaller set of OTUs. This process was repeated until the optimal microbial signatures were determined for highest prediction performance. This is known as reduction of data dimensionality and allows for identifying the optimal microbial “signature” for line prediction. Once these microbes were identified, they were each used as the sole attribute for running the algorithms to determine their individual predictive performance. Microbes with <75% correct prediction performance were eliminated from further analysis, as were those exclusively present in only one line.

These remaining OTUs were divided into groups by their relative abundance as high, low, or absent, or if the microbe was present in all samples as high, medium or low, as shown in Table 1. Abundance could then be used as the classifier and each sample, previously identified as HAS# or LAS#, was now identified by relative OTU abundance. OTU counts greater than the mean (for all present samples) were classified as high and those less than the mean as low, samples which did not contain any OTU counts were obviously grouped as absent. 

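The classes could be set beside the counts of the jejunal samples for every OTU in hand, since Table 1 gives its OTUs by number and not by name. Lactobacillus agilis (CP016766.373124.374695), a motile lactobacillus of the bird gut, came closest among the OTUs as deposited: its counts gave the class of row 5 in 11 of the 12 samples (permutation test with 10000 shuffles of the classes, p = 0.0061, corrected p = 0.0549 over 9 rows). When OTUs of near-identical sequence were added together, a step chosen after seeing the data, the L. agilis counts gave the class of row 5 in all 12 samples (permutation test, corrected p = 0.0072). They were 144, 0, 0, 0, 2 and 4 in HAS 1 to 6 and 1585, 2084, 248, 0, 270 and 223 in LAS 1 to 6. The most abundant Lactobacillus, added together in the same way, gave the class of row 6 in all 12 samples (permutation test, corrected p = 0.0162), with 810 to 10993 counts in HAS and 5 to 2401 in LAS. For the 9 rows, the best match among the OTUs as deposited ranged from 2 to 11 samples. With counts divided by the sample total, the merged L. agilis still gave row 5 in all 12 samples and the merged Lactobacillus gave row 6 in 9.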

For microbes which were present in all samples, high was calculated as the mean OTU counts +50%, low as mean −50%, and medium were counts in between. Dividing the abundances for the microbes into three groups was necessary to avoid samples being classified solely by line. RNA sequence data for each sample was then used as the attributes with microbial abundance as the classifiers for machine learning in order to determine the gene expression patterns which predict microbe abundance. As statistical analysis of differential gene expression could not be performed based on microbial abundance, the InfoGainAttribute ranker function in WEKA (Li et al., 2004) was used to rank the genes for purposes of reducing data dimensionality as before. The optimal gene lists for each microbe were run in Ingenuity Pathway Analysis (IPA, Qiagen, Hilden, Germany) to determine enriched host pathways.

**TABLE 1:** Explanation of how samples were identified by microbial abundance as, absent (A), low (L), medium (M), or high (H).

OTU	HAS1	HAS2	HAS3	HAS4	HAS5	HAS6	LAS1	LAS2	LAS3	LAS4	LAS5	LAS6
1	A	L	A	A	A	A	H	H	H	L	L	H
2	M	H	H	H	M	M	L	L	L	L	L	L
3	M	H	H	H	M	M	M	L	L	L	L	L
4	M	H	H	H	M	M	M	M	L	L	M	M
5	L	A	A	A	L	L	H	H	L	A	L	L
6	L	H	H	H	H	M	M	L	L	L	M	L
7	L	H	L	H	H	L	L	A	L	A	L	L
8	H	L	H	H	H	L	A	L	L	A	A	L
9	L	L	H	H	H	A	A	A	L	L	L	A

Negative controls for machine learning were also run for line prediction and microbial abundance. Datasets were randomized, wherein each sample identifier was randomly assigned to the data for a different sample, this allows for disassociation between classifier and attributes. Ten random datasets were used for each comparison and the average performance was calculated for each of the ten runs. Given two groups, HAS *versus* LAS 50% correct prediction would indicate random chance, whereas for microbial abundance with three classifiers, it would be ∼33%. If the negative controls performance is close to that of random probability, we can be confident that true machine learning occurred in our experimental data sets.

## Results

### Microbial diversity and abundance

A total of 2,543 OTUs were identified, however those with less than 10 total OTU counts were filtered out, leaving 450 OTUs remaining for further analysis. 

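HAS and LAS are White Leghorn lines bred for strong (HAS) or weak (LAS) antibody production against sheep erythrocytes, and both were reared together. Intestinal contents of 6 chickens per line were taken from the duodenum, jejunum and ileum, and part of the 16S rRNA gene, which tells bacteria apart, was read by pyrosequencing. The table analysed here holds 32 samples: 4 duodenal, 6 jejunal and 6 ileal samples of HAS and 6 duodenal, 6 jejunal and 4 ileal samples of LAS. HAS duodenum 4 and 6 and LAS ileum 1 and 4 were not analysed here. Its values are the counts of reads that the authors assigned to each OTU, with no normalization, and every OTU has at least 10 counts in total. The total per sample ran from 6707 to 12522 counts in HAS duodenum (median 8363), from 2194 to 11185 in HAS jejunum (median 8378.5) and from 5107 to 10935 in HAS ileum (median 9270). In LAS it ran from 2013 to 8248 in the duodenum (median 4709), from 4368 to 7160 in the jejunum (median 6643) and from 2626 to 8862 in the ileum (median 5758).
Of the 450 OTUs, 162 carry the identifier of a SILVA reference sequence, 123 are named after a read of a duodenal or ileal sample and 165 after a read of a jejunal sample. The OTUs named after jejunal reads held 69.5% of the jejunal counts and 0.185% of the counts of the other segments, and those named after duodenal or ileal reads held 79.9% of the counts of those segments and none of the jejunal counts. The sequence given for each of the 165 jejunal OTUs begins with a barcode of 10 bases followed by the forward primer 27F. There are 12 such barcodes, and the OTUs that carry any 1 of them have counts in exactly 1 jejunal sample. None of the OTUs named after duodenal or ileal reads begins with this primer. Jejunal reads were thus handled apart, and a difference between the jejunum and another segment cannot be told from a difference in handling. A total of 384 OTU sequences contain the site of the reverse primer that together with 27F frames regions V1 and V2 of the gene, whereas the methods name V3 and V4. For this reason, chosen after seeing the data, the barcode, the primer and any tail were also removed from each OTU sequence and OTUs were merged at 97% identity, which left 183 merged OTUs. Values given for merged OTUs come from that table, and all others from the OTUs as deposited. Counts of OTUs between lines were compared with edgeR, and values per sample with exact or permutation tests, all two-sided. Segments of a chicken entered as separate samples. For results over all segments, whole chickens were also permuted, taking samples of the same line and number as a chicken, a setting chosen after seeing the data (exact permutation test over 924 splits of 12 chickens, smallest possible p = 0.00216).

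**Figure D1:**
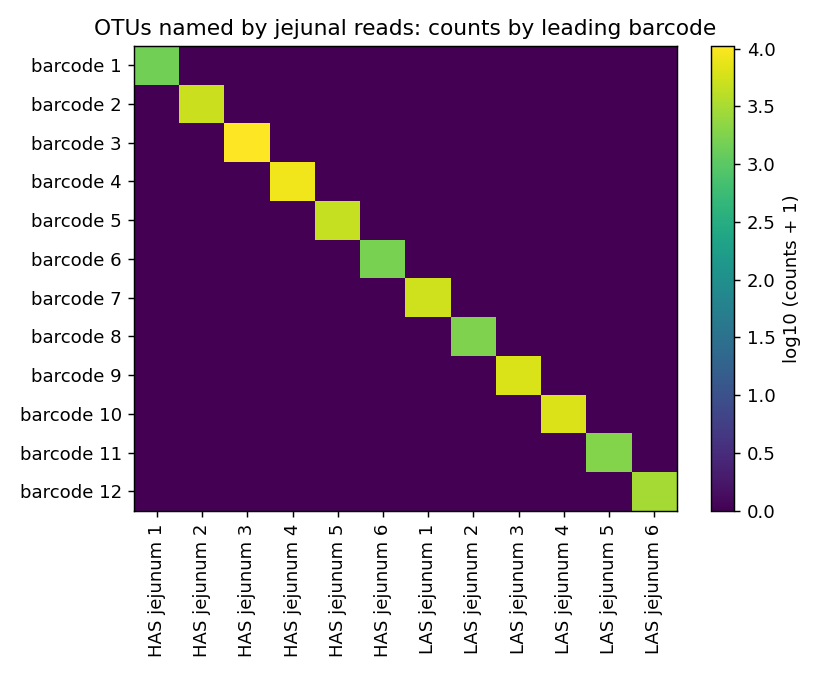
Counts of the OTUs that carry each of the 12 barcodes (vertical axis) in each of the 12 jejunal samples (horizontal axis), as log10 of the count plus 1. Each barcode has counts in 1 jejunal sample only, so that the filled squares lie on the diagonal.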

LAS had the slightly more diverse microbiota of the two lines, with 350 OTUs present *versus* 304 OTUs present in HAS. 

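Among the OTUs found only in LAS, Klebsiella pneumoniae (CP023134.5163681.5165195), an enterobacterium, had 61 counts in 3 samples, and Sphingobium (d5.LND.1_2560a), a genus of soil and water, had 45 counts in 5. These 2 examples were picked after their values were seen, and each also stayed without a HAS count after merging. The 100 OTUs found only in HAS comprised 84 named after jejunal reads, 12 SILVA references and 4 named after duodenal or ileal reads. For the 146 OTUs found only in LAS, these numbers were 76, 31 and 39. The merged table held 140 merged OTUs in HAS and 170 in LAS, with 13 found only in HAS and 43 only in LAS. With at least 20 counts per OTU, 192 OTUs were present in HAS and 208 in LAS. HAS had 132707 counts in all and LAS 89948, so that a HAS count of 0 allows a share of up to 0.00226% of the line and a LAS count of 0 a share of up to 0.00334%, for counting error only.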

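Firmicutes, the phylum of the lactobacilli, made up 96.7% ± 5.56 (SD, n = 4) of the counts in HAS duodenum, 99.9% ± 0.155 (n = 6) in HAS jejunum and 98.0% ± 4.70 (n = 6) in HAS ileum. In LAS they made up 81.5% ± 12.7 (SD, n = 6) in the duodenum, 96.7% ± 5.56 (n = 6) in the jejunum and 90.8% ± 15.2 (n = 4) in the ileum. Actinobacteriota, here mostly the skin bacterium Cutibacterium, held 0.956% ± 2.73 (SD, n = 16) in HAS and 3.49% ± 6.26 (n = 16) in LAS, with 8.79% ± 7.95 (n = 6) in LAS duodenum. Cyanobacteria held 0.236% ± 0.671 in HAS and 4.54% ± 7.37 in LAS (SD, n = 16 each), and all of these counts were assigned to chloroplasts, so they come from plants and not from free-living cyanobacteria. Proteobacteria, which include the enterobacteria, held 0.0409% ± 0.0921 in HAS and 1.18% ± 3.62 in LAS. In the duodenum of LAS, Fusobacteriota, anaerobes of the mouth and gut, held 1.26% ± 1.67 (n = 6). The OTUs with counts in both lines were 45.3% of the OTUs as deposited and 69.4% of the merged OTUs.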

There was overlap of 204 OTUs common to both lines, leaving a substantial percentage of the microbiota unique to one line or the other, see Figures 1A–F. As previously reported (Yang et al., 2017), *firmicutes* were the most abundant phyla in both lines, as well as for all intestinal segments, accounting for >80% of all microbes in our samples, followed by *actinobacteria*, *cyanobacteria*, and *proteobacteria* as shown in Figure 2. Within the *firmicutes*, lactic acid bacteria of the closely related genera *Lactobacillus*, *Ligilactobacillus*, and *Limosilactobacillus* are by far the most dominant for HAS and LAS, both in terms of relative abundance (>95%) as well as number of individual OTUs. 

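Lactobacillus, Ligilactobacillus and Limosilactobacillus, which ferment sugars to lactic acid, held 41.4% ± 43.6 (SD, n = 16) of the Firmicutes counts in HAS and 48.6% ± 33.8 (n = 16) in LAS by the names deposited with the OTUs. By segment, HAS had 16.6% ± 18.3 in the duodenum, 92.6% ± 17.8 in the jejunum and 6.55% ± 9.54 in the ileum, and LAS had 22.3% ± 20.2, 79.7% ± 18.7 and 41.2% ± 32.4. Of the 378 Firmicutes OTUs, 210 carry 1 of these genus names (55.6%). The most abundant OTU, d5.HND.1_948a, has 78356 counts and is named only as Firmicutes. It held 49.4% of all HAS counts and 14.3% of all LAS counts, shares that match those of the slice labelled Lactobacillus aviarius in Figure 1. Over 334 bases its sequence is identical to the Lactobacillus reference OTU AY958900.1.1513 and 80.6% identical to the L. aviarius OTU d5.LND.1_84260a. When each OTU took the name of its merged OTU, a setting chosen after seeing the data, the 3 genera held 93.4% ± 21.7 of the Firmicutes counts in HAS and 80.0% ± 21.6 in LAS.
Without its primer, the sequence of d5.HND.1_948a is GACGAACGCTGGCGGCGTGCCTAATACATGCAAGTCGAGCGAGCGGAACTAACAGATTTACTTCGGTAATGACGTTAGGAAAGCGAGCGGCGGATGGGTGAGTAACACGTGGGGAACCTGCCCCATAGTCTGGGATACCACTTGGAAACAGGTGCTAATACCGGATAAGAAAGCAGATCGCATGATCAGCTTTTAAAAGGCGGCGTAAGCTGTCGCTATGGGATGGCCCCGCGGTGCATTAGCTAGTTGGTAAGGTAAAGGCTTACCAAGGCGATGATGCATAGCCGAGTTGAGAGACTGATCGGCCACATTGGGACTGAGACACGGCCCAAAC.
The merged OTU that holds d5.HND.1_948a took 74.6% ± 33.8 (SD) of the counts in HAS and 25.1% ± 21.5 in LAS, and occurred in all 16 samples of each line (permutation test within segments, p = 0.00019, adjusted p = 0.000543 over 20 merged OTUs).

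**Figure D2:**
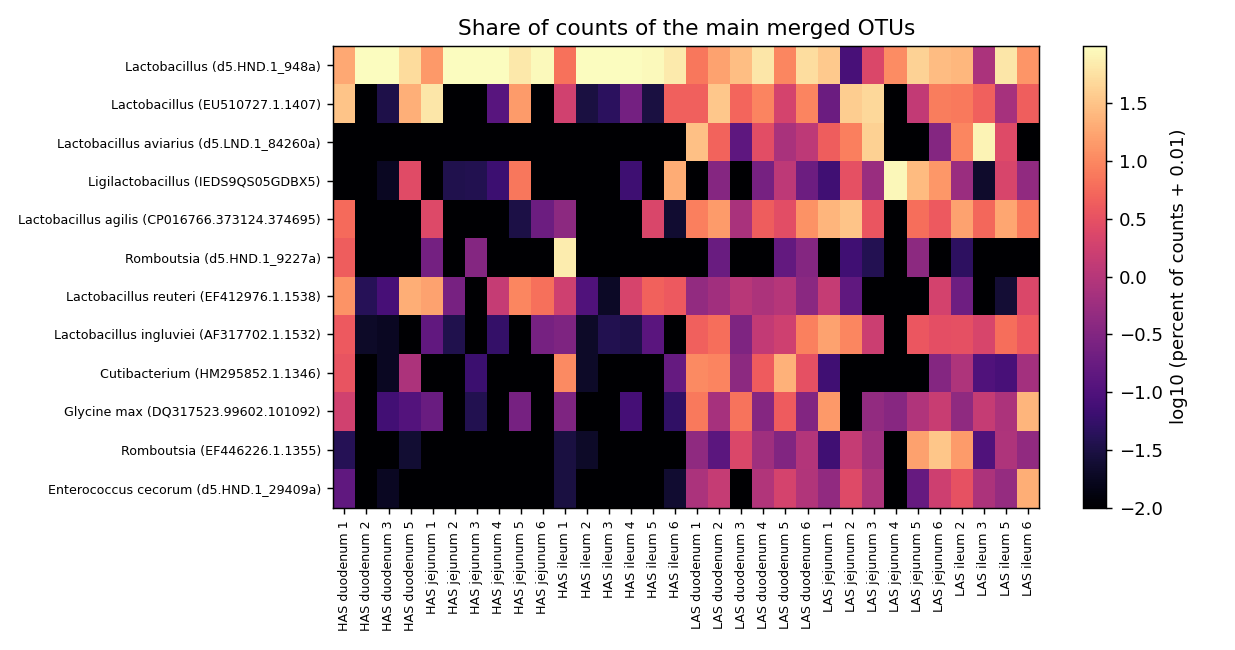
Share of the counts of each of the 32 samples (horizontal axis, by line and segment) held by 12 of the most abundant merged OTUs (vertical axis), as log10 of the percent plus 0.01. The Lactobacillus that holds d5.HND.1_948a is found in every sample, and L. aviarius in LAS samples only.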

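Cutibacterium (HM295852.1.1346), a skin bacterium that is also a common reagent contaminant, held 8.36% ± 8.04 (SD, n = 6) of the merged counts in LAS duodenum, 0.0635% ± 0.129 in LAS jejunum and 0.416% ± 0.392 in LAS ileum. Bacillus pumilus (HM224385.1.1536), a spore former found in feed and soil, held 2.76% ± 1.28 in LAS duodenum and 2.53% ± 1.51 in LAS ileum, 0.608% ± 0.421 in HAS duodenum and 0.604% ± 0.247 in HAS ileum, and had no counts in the jejunum of either line. Streptococcus (d5.HND.1_238) showed the same layout in LAS, with 2.73% ± 2.83 in the duodenum, 2.71% ± 4.29 in the ileum and none in the jejunum. A Ligilactobacillus of the L. salivarius group (IEDS9QS05GDBX5) held 22.2% ± 34.3 in LAS jejunum, 0.316% ± 0.426 in LAS duodenum and 0.780% ± 0.936 in LAS ileum. Differences between segments were not tested taxon by taxon. Absence from the jejunum cannot be told from the separate handling of jejunal reads. The line difference of each of the 20 most abundant merged OTUs was compared between segments, and none passed the test (permutation of segment labels within lines, smallest adjusted p = 0.510, shared by Cutibacterium, E. cecorum, B. pumilus and L. oris).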

Each intestinal segment also had a microbial signature unique from the others. At the order level, the duodenum had the most diversity, followed by the ileum, and very little diversity was found in the jejunum. These data are shown in Figure 3.

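Lactobacillales, the order of the lactobacilli, streptococci and enterococci, held 92.5% ± 17.8 (SD, n = 6) of the counts in HAS jejunum and 81.1% ± 18.2 (n = 6) in LAS jejunum, against 16.8% ± 18.4 (n = 4) and 25.7% ± 14.6 (n = 6) in the duodenum and 6.81% ± 9.53 (n = 6) and 53.0% ± 26.4 (n = 4) in the ileum. Firmicutes with no class name, mostly the OTU d5.HND.1_948a, held 66.1% ± 39.6 in HAS duodenum and 76.8% ± 36.2 in HAS ileum but 3.10% in HAS jejunum. Lachnospirales, an order of butyrate producers, held 11.5% in HAS duodenum, nearly all of it in EU510727.1.1407 and d5.HND.1_4531a, whose sequences are those of a lactobacillus, and Propionibacteriales, the order of Cutibacterium, 8.37% ± 8.05 in LAS duodenum. The mean number of orders per sample was 12.5 in the duodenum, 2.67 in the jejunum and 6.5 in the ileum of HAS, and 17.8, 4.67 and 15 in LAS. In LAS the jejunum had fewer orders than the duodenum (exact permutation test, p = 0.00216, adjusted p = 0.0130) and than the ileum (p = 0.00952, adjusted p = 0.0286). In HAS neither difference passed after adjustment (exact permutation test, adjusted p = 0.0762 and 0.136), and the duodenum did not differ from the ileum in LAS (p = 0.390) or HAS (p = 0.2). With only orders of at least 1% of a sample counted, LAS jejunum still had fewer than LAS duodenum (exact permutation test, adjusted p = 0.0390). It then did not differ from LAS ileum (adjusted p = 0.4). OTUs with a single count, which can add orders, averaged 21.5 in LAS duodenum, 18 in LAS ileum and 0 in LAS jejunum. The lower number of jejunal orders thus cannot be told from the separate handling of jejunal reads. With merged OTUs, the share of counts outside Lactobacillales was 5.67% ± 8.96 (SD), 0.266% ± 0.225 and 15.4% ± 35.7 in the duodenum, jejunum and ileum of HAS. The mean of HAS ileum rests mostly on HAS ileum 1, at 88.2%. In LAS the shares were 34.5% ± 25.5, 12.3% ± 14.8 and 17.6% ± 17.9. No pair of segments passed the test after adjustment (exact permutation test, smallest adjusted p = 0.0649, HAS jejunum against ileum).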

**FIGURE 1:**
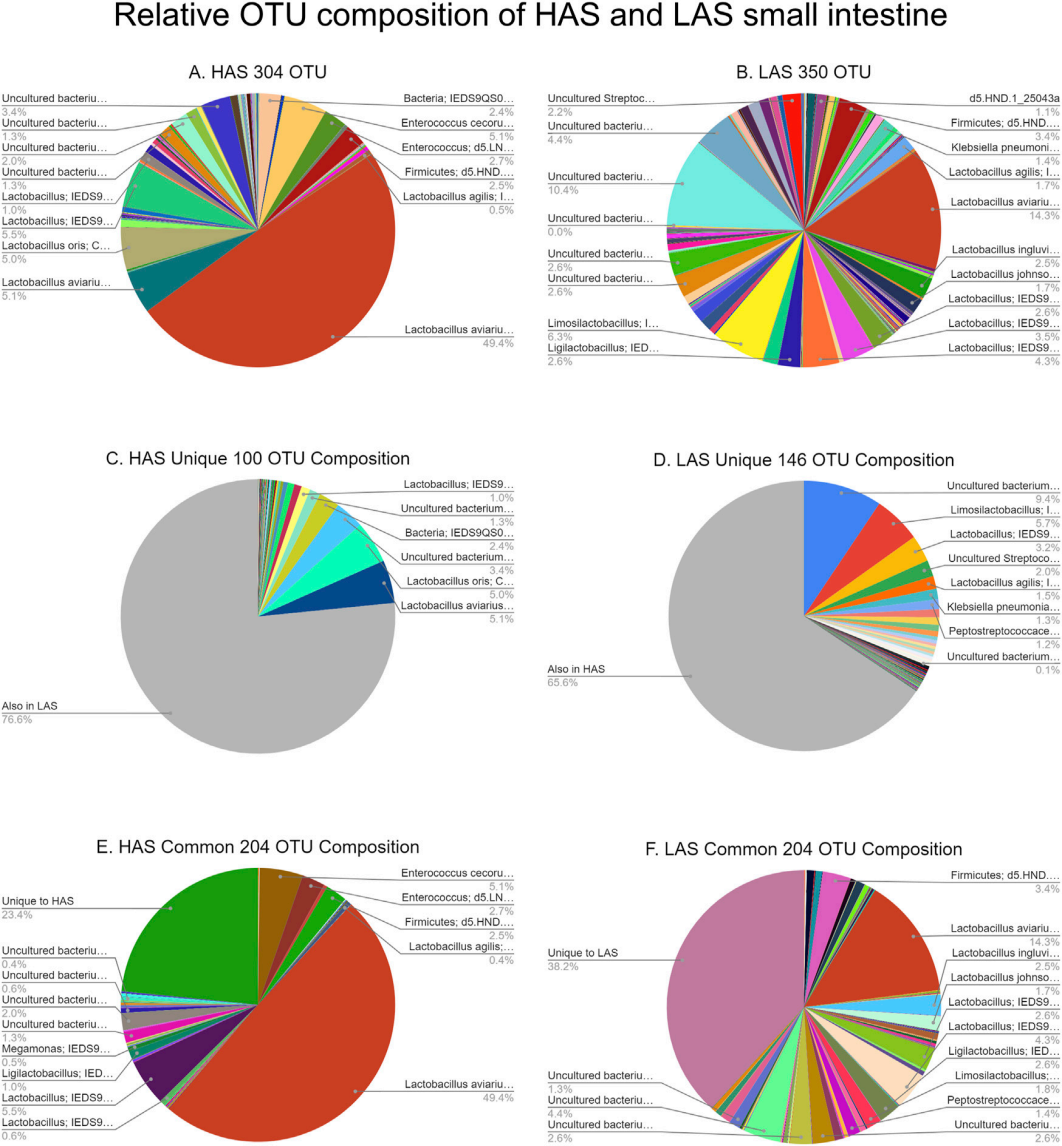
**(A–F)** Relative OTU composition of HAS and LAS small intestine.

**FIGURE 2:**
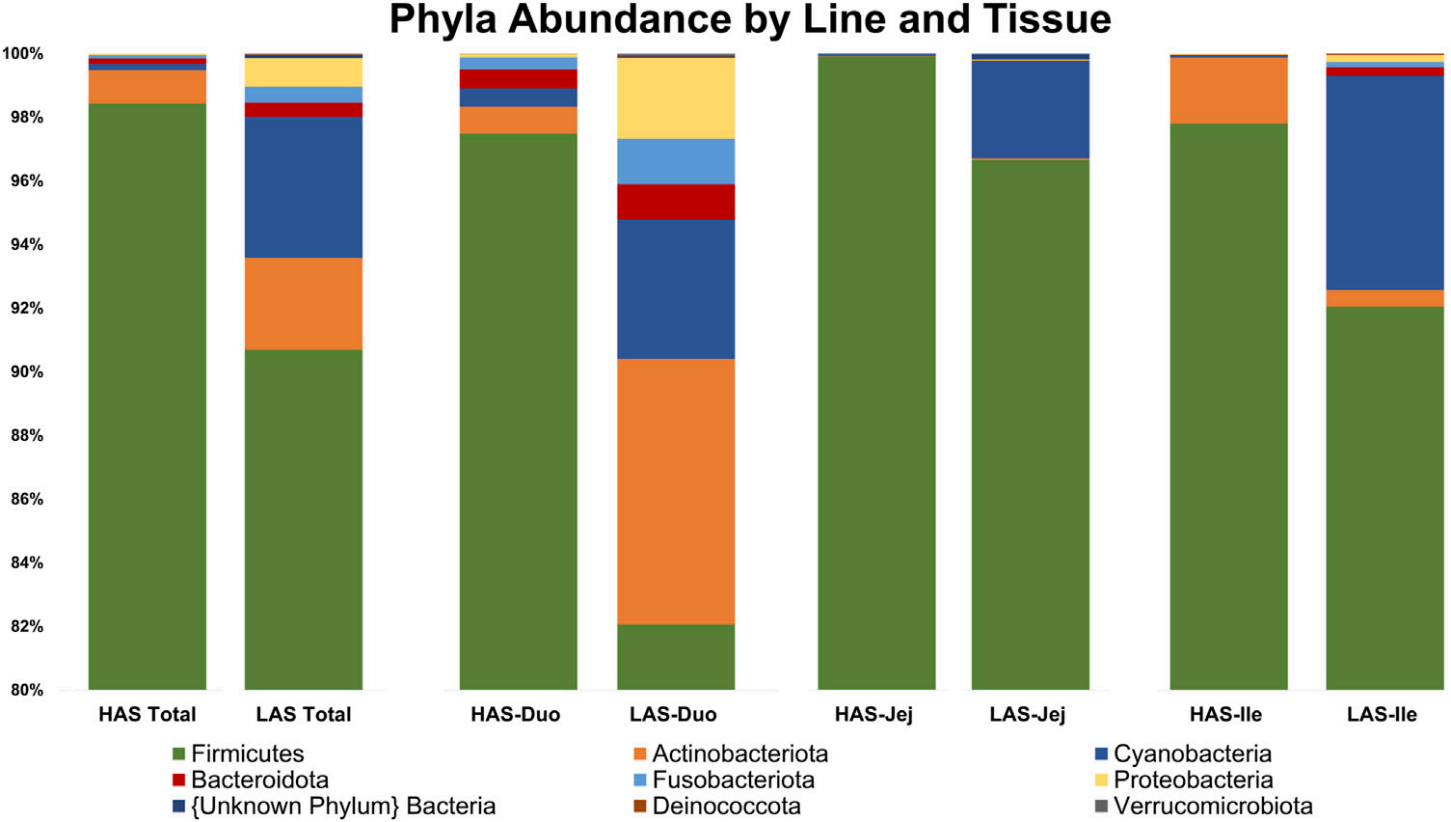
Relative abundance of the top 20% of microbes at the Phylum level in HAS and LAS total and by intestinal segment.

**FIGURE 3:**
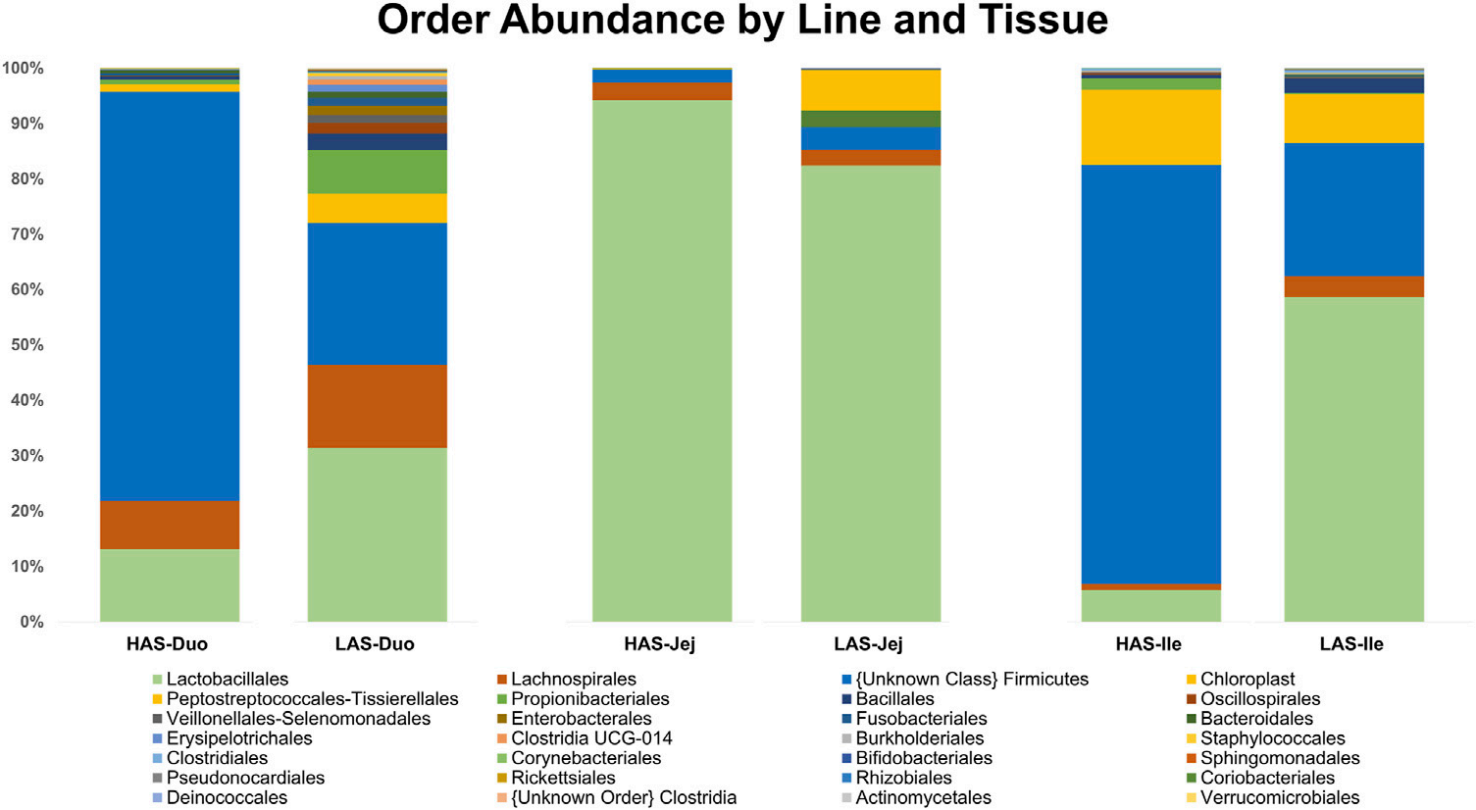
Relative abundance of microbes at the Order level in HAS and LAS by intestinal segment.

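LAS duodenum held 113 ± 40.2 OTUs per sample (SD, n = 6) and HAS duodenum 55 ± 43.3 (n = 4), a difference of 58 (exact permutation test, p = 0.0857, adjusted p = 0.257 over 3 segments). Jejunal samples held 36.3 ± 14.7 OTUs in LAS and 31 ± 9.92 in HAS (n = 6 each, exact p = 0.489), and ileal samples 69.5 in LAS (n = 4) and 38.3 ± 34.6 in HAS (n = 6, exact p = 0.210). Over all segments, LAS had 31.5 more OTUs per sample than HAS (permutation within segments, p = 0.0144, and p = 0.0455 with whole chickens permuted). The Shannon index of merged OTUs, which rises with the number and the evenness of taxa, was 2.44 ± 0.664 in LAS duodenum and 0.956 ± 1.13 in HAS duodenum (exact permutation test, p = 0.0476). In the jejunum it was 1.39 ± 0.556 in LAS and 0.506 ± 0.456 in HAS (exact p = 0.0173), and in the ileum 1.78 ± 0.788 in LAS and 0.502 ± 0.530 in HAS (exact p = 0.0381). Each of these 3 has an adjusted p of 0.0476. In HAS most counts fell in the Lactobacillus that holds d5.HND.1_948a. With counts thinned to the lowest total of the segment, LAS duodenum had 60.9 more OTUs than HAS duodenum (exact permutation test, p = 0.0381, adjusted p = 0.114 over 3 segments). Without HAS duodenum 1 the difference in the duodenum was 76.3 and without HAS ileum 1 that in the ileum was 45.1, and both then passed the test at an unadjusted p of 0.05.

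**Figure D3:**
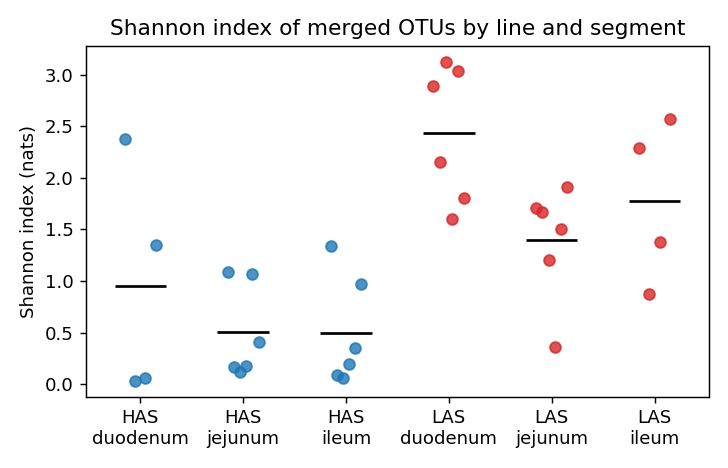
Shannon index of the merged OTUs (vertical axis) in each sample (points) of each line and segment (horizontal axis), with the group mean as a bar. In each segment the mean of LAS lies above that of HAS.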

Alpha diversity box plots in Figure 4 further illustrate the microbial richness of LAS vs. HAS, as the total number of OTUs observed for LAS samples are greater than those of HAS for each intestinal segment. Additionally, while rarefaction curves are not shown, the diversity captured in HAS seems thorough, whereas additional sequencing in LAS may have identified additional OTUs.

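The slope at the end of each sample's rarefaction curve, taken as the number of OTUs with a single count per 1000 counts, was higher in LAS than in HAS by 2.25 over all segments (permutation within segments, p = 0.0155, and p = 0.00433 with whole chickens permuted). In the duodenum it was 6.11 ± 3.95 in LAS (SD, n = 6) and 2.36 ± 2.05 in HAS (n = 4), and in the ileum 4.06 in LAS (n = 4) and 1.08 in HAS (n = 6), and neither difference passed alone (exact permutation tests, p = 0.124 and 0.105). No jejunal sample of either line had an OTU with a single count, so the slope was 0 there. Samples of LAS also had lower totals, with a median of 6102.5 counts against 8714 in HAS. At a random draw of 50% of its counts, a LAS sample kept on average 89.2% of its OTUs and a HAS sample 86.6% (difference within segments 2.91, permutation p = 0.0451, and p = 0.0736 with whole chickens permuted), so by this measure the curve of LAS was not the steeper. OTUs with fewer than 10 counts in all were removed before deposit, which lowers each of these slopes.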

**FIGURE 4:**
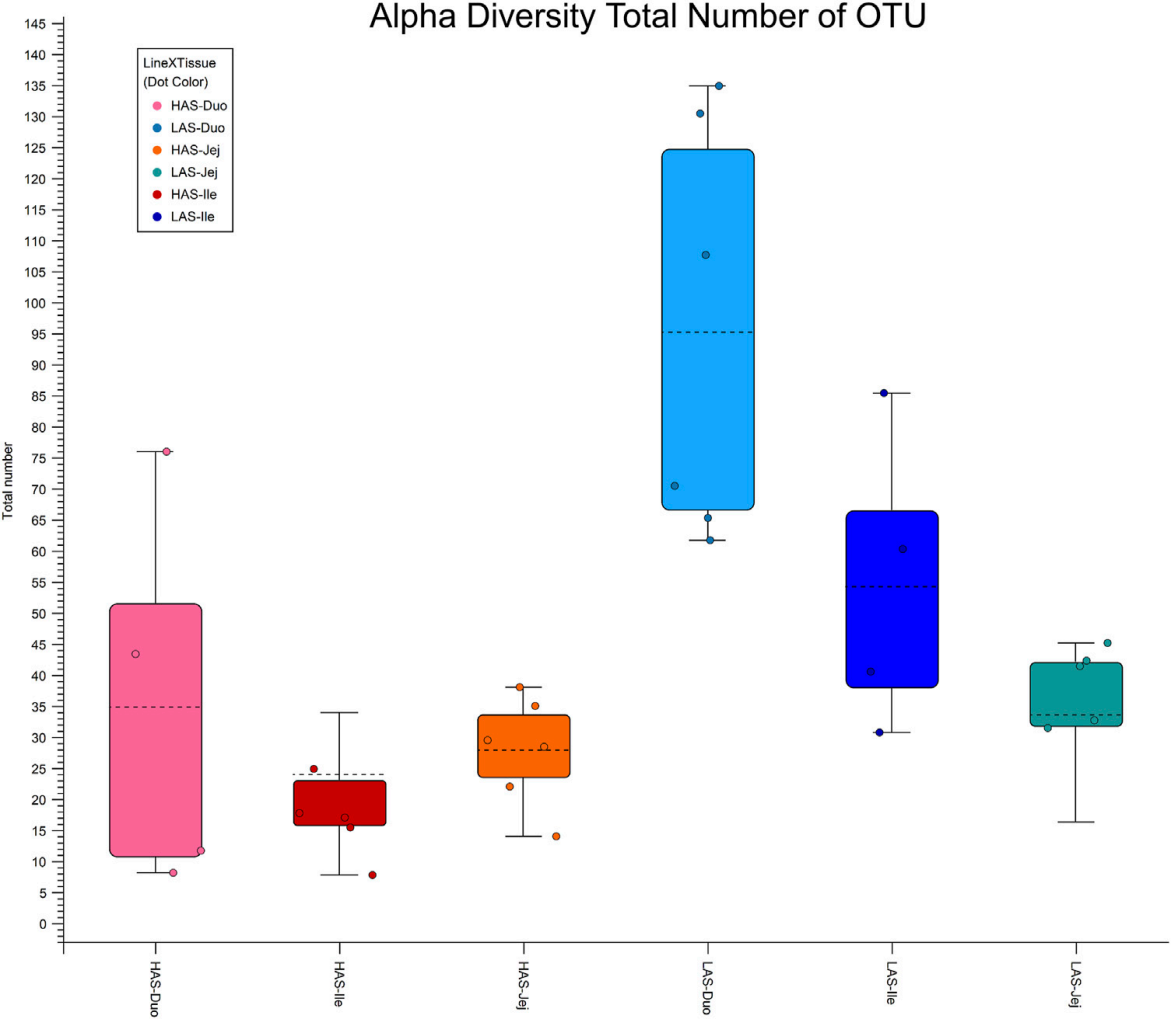
Alpha diversity plot total number of OTUs for duodenum, jejunum and ileum in lines HAS and LAS.

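The line accounted for 8.95% of the variation in Bray-Curtis distance between all 32 samples (permutation test with line shuffled within segments, p = 9e-05, and p = 0.00649 with whole chickens permuted). Among merged OTUs this share was 22.6%. A main Lactobacillus filled most of the HAS samples, and L. aviarius, L. agilis, L. ingluviei, Enterococcus cecorum and a Romboutsia were among the merged OTUs that stood higher in LAS. Of the 20 most abundant merged OTUs, 10 differed over all segments by permutation within segments, and 9 with whole chickens permuted, the call of L. reuteri having ended (p = 0.0693, adjusted p = 0.126). Shares within a sample are tied, so a high share of the main Lactobacillus lowers the others in HAS. Summed by merged names, B. pumilus, Romboutsia (edgeR adjusted p = 0.967 each) and Streptococcus (0.0823) did not pass. Lactobacillus, L. aviarius, L. agilis, L. reuteri, L. ingluviei, E. cecorum and soybean chloroplast passed edgeR's test. L. agilis held 9.98% ± 8.87 (SD) of the merged counts in LAS, in 15 of 16 samples, and 0.695% ± 1.57 in HAS, in 7 of 16 (permutation within segments, p = 2e-05). E. cecorum, a commensal of the chicken gut that can also cause disease, held 2.30% ± 5.00 in LAS and 0.0110% in HAS (p = 1e-05, the smallest the permutations can give). Romboutsia EF446226.1.1355, a clostridium of the small intestine, held 4.48% ± 9.11 in LAS and 0.00461% in HAS (the same permutation p). Another Romboutsia among the 20, d5.HND.1_9227a, stood higher in HAS in the mean through HAS ileum 1, where it held 69.7%. Its line difference did not pass (permutation p = 0.589). L. johnsonii-like sequences (EU510727.1.1407), which are common in the chicken crop and small intestine, held 8.69% in HAS and 11.1% in LAS and did not differ (permutation p = 0.832).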

Beta diversity, variation between samples, as shown by principal coordinate analysis in Figure 5 illustrates how the samples cluster by tissue and line. In general, it seems that within line microbial differences became less prominent while between line differences became more prominent from anterior to distal segments, given that samples cluster somewhat more closely in the ileum and jejunum than in the duodenum, particularly so for the HAS line.

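The mean Bray-Curtis distance between HAS samples was 0.533 ± 0.290 (SD over pairs) in the duodenum, 0.902 ± 0.0953 in the jejunum and 0.399 ± 0.389 in the ileum. Between LAS samples it was 0.617 ± 0.119, 0.912 ± 0.0714 and 0.706 ± 0.138. The distance between samples of different lines exceeded the mean within-line distance by 0.0856 in the duodenum, 0.0618 in the jejunum and 0.198 in the ileum. In no segment did the distances within LAS differ from those within HAS (exact permutation tests, p = 0.529, 0.833 and 0.238). Jejunal samples of HAS lay close together once sequence was taken into account: with merged OTUs their mean distance was 0.369 against 0.728 in LAS (exact permutation test, p = 0.0303). On a tree of the trimmed sequences, the weighted UniFrac distance was 0.0904 within HAS jejunum and 0.289 within LAS jejunum (exact permutation test, p = 0.00216). On that tree the distances within LAS did not differ from those within HAS in the duodenum or the ileum (exact permutation tests, p = 0.252 and 0.7). The change of these distances from segment to segment was not tested. From the tighter clusters of ileal and jejunal samples, above all in HAS, the paper proposes that samples within a line become more alike and the lines more distinct toward the distal intestine.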

**FIGURE 5:**
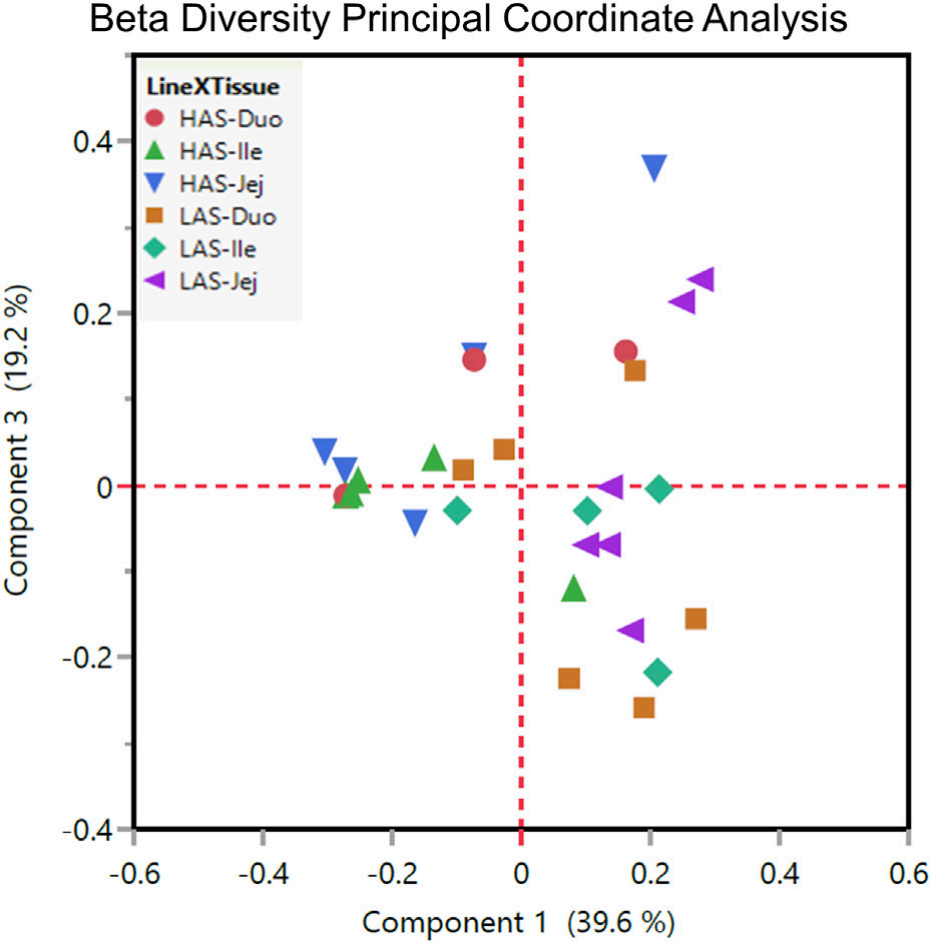
Beta diversity plot principal coordinate analysis for all HAS and LAS duodenum, jejunum, and ileum sample.

### Statistical differences in abundance

We found 206 OTUs which differed in abundance between lines, irrespective of tissue, at FDRp ≤0.05. Of those, 65 OTUs were observed in both lines. In contrast to most of the data where LAS had exhibited more diversity only 18 of the common OTUs were more abundant in LAS while 47 were more abundant in HAS as shown in Figure 6. Additionally, 100 of the 206 OTUs only present in one line were found exclusively in HAS while 41 were only found in LAS.

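Lactobacillus reuteri (CP002844.1843677.1845240), which makes the antimicrobial reuterin, was higher in HAS, with 116 counts in 8 HAS samples and 10 counts in 2 LAS samples (log2 fold change 4.92, standard error 1.82, adjusted p = 0.0371 from edgeR's quasi-likelihood test). L. crispatus (AB008206.1.1556), a lactobacillus typical of the chicken crop, was also higher in HAS, with 181 counts in 5 samples against 6 in 3 (4.49, standard error 1.69, edgeR adjusted p = 0.0414). Both calls ended with scaling by total counts (edgeR adjusted p = 0.126 for this L. reuteri and 0.0778 for this L. crispatus). The Lactobacillus IEDS9QS05F8G4Y had 3591 counts in 3 HAS samples and 1 count in LAS (edgeR adjusted p = 0.0195). It is named after a jejunal read and carries a sample barcode, so its jejunal counts come from 1 sample. All 165 such OTUs together have 260 counts outside the jejunum. Higher in LAS were Romboutsia EF446226.1.1355, with 1572 counts in 14 samples against 5 counts in 3 (log2 HAS over LAS -5.70, standard error 2.07, edgeR adjusted p = 0.0335), and L. salivarius IEDS9QS05FPWJW, with 520 counts against 4 (-5.76, standard error 2.06, edgeR adjusted p = 0.0334). IEDS9QS05FPWJW carries a jejunal barcode as well, so the calls of these 2 barcoded OTUs rest mainly on 1 jejunal sample each.
By edgeR's test, 138 of 450 OTUs differed between lines with segment in the model, 96 higher in HAS and 42 higher in LAS. Of these, 99 are named after jejunal reads and 96 of those 99 have counts in a single sample, while 20 are SILVA references and 19 are named after duodenal or ileal reads. Scaling by total counts in place of TMM gave 117 OTUs, 37 higher in HAS and 80 in LAS, and moved the log2 fold change of an OTU found in both lines by 0.71 toward LAS in the median. Leaving out LAS jejunum 1, 2, 5 or 6 left 10 OTUs each time, while leaving out HAS jejunum 3, LAS jejunum 3 or LAS jejunum 4 left 74, 88 and 84. Of 100 splits of the samples within segments, the real one included, 23 gave at least as many OTUs, so the number alone does not tell the lines from other groupings. The other splits gave a median of 96 OTUs, so the adjusted p of a single OTU is to be read with caution.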

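Summed by the deposited names, L. reuteri was the only 1 of 117 taxa that stood higher in HAS, with 4896 counts in 15 samples against 477 in 12 (log2 fold change 3.84, standard error 1.26, edgeR adjusted p = 0.0355), and this call ended with scaling by total counts (edgeR adjusted p = 0.0535). Among merged taxa, Lactobacillus stood higher in HAS too, with 111925 counts against 31461 (log2 fold change 3.04, standard error 0.730, edgeR adjusted p = 0.00264). L. reuteri (edgeR adjusted p = 0.0260) and Alistipes shahii, with 10 counts in 1 sample (edgeR adjusted p = 0.0393), were also called there. By the deposited names, another 11 taxa stood higher in LAS. Lactobacillus aviarius, first described from the intestine of chickens, had 14409 counts in 13 LAS samples and none in HAS, so it was at least 7086-fold higher in LAS, and at least 3852-fold without LAS ileum 3, which holds more of these counts than any other sample. L. alvi had 350 counts against 0, at least 172-fold higher, and at least 82.3-fold without LAS duodenum 2. The bounds without a sample were chosen after seeing the data. Enterococci stood higher in LAS: E. cecorum had 1725 counts in 14 samples against 13 in 4 (log2 fold change -6.72, standard error 1.34, edgeR adjusted p = 0.000196). Called as well, with no HAS counts, were unnamed Enterococcus (109 counts in 8 LAS samples), E. gallinarum (34 in 4) and E. casseliflavus (39 in LAS jejunum 2 alone). L. ingluviei had 4493 counts in LAS and 323 in HAS (log2 fold change -4.15, standard error 1.27, edgeR adjusted p = 0.0246). OTUs named only as Peptostreptococcaceae, a family of clostridia of the small intestine, had 1595 counts in LAS and 1 in HAS. Its genus Romboutsia did not differ among merged taxa (7385 counts in HAS, 3429 in LAS, edgeR adjusted p = 0.967). Of these HAS counts, 6996 came from 1 merged OTU in HAS ileum 1. Chloroplasts, Bacillus sp. SWM_Isolation_5 and Cutibacterium acnes (34 counts in 2 LAS samples) were the other taxa called higher in LAS. With scaling by total counts 36 taxa were called, all higher in LAS, and without HAS duodenum 1 or HAS ileum 1 there were 25.
Of 19 groups of bacteria listed before the data were examined, 6 differed between lines in their share of counts over all segments (permutation within segments, adjusted over the list alone), and none of the 57 comparisons within a segment passed (14 at an unadjusted exact p of 0.05, smallest adjusted p = 0.0905). Lactic acid cocci such as Enterococcus and Streptococcus held 0.131% ± 0.316 (SD, n = 16) in HAS and 4.36% ± 6.05 (n = 16) in LAS (permutation p = 1e-05, the smallest possible, adjusted p = 9.5e-05). L. reuteri held 4.60% ± 6.02 in HAS and 0.595% ± 0.682 in LAS (permutation p = 0.00243, adjusted p = 0.00769), the only group higher in HAS, and this call ended with the share of pooled counts (permutation p = 0.0597, adjusted p = 0.113) and with whole chickens permuted (p = 0.0693, adjusted p = 0.219), while L. aviarius, L. agilis, L. ingluviei and plant or host organelles were higher in LAS. Producers of short chain fatty acids held 5.22% in HAS and 9.32% in LAS (permutation p = 0.398). Most counts under the name Lachnospiraceae in this group belong to 2 OTUs, EU510727.1.1407 and d5.HND.1_4531a, whose sequences are 99.7% and 99.4% identical to L. johnsonii. By the same permutation test, clostridia of the small intestine (p = 0.949), bifidobacteria (p = 0.199), Enterobacterales (p = 0.611), mouth anaerobes (p = 0.600) and skin and reagent bacteria (p = 0.204) did not pass. With the share of pooled counts, bifidobacteria (permutation p = 0.00169, adjusted p = 0.00535) and Enterobacterales (p = 0.00360, adjusted p = 0.00855) passed as higher in LAS. That test permutes the sample totals as well, and LAS had 89948 counts in all against 132707 in HAS. It therefore cannot tell a difference in these bacteria from a difference in totals. Pooled within a segment, neither passed after adjustment (exact permutation test, smallest adjusted p = 0.174, bifidobacteria in the ileum).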

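Of the 31 OTUs that Figure 6 labels, 23 lie on its HAS side and 8 on its LAS side, and all 31 had a fold change of that sign here. Most are lactobacilli. The Lactobacillus AY958900.1.1513 had 6780 counts in 6 HAS samples and 627 in 4 LAS samples (log2 HAS over LAS 3.01, standard error 1.94, edgeR adjusted p = 0.196). L. reuteri CP002844.1303953.1305517 had 586 counts in 11 HAS samples and 51 in 9 LAS samples (3.69, standard error 1.70, edgeR adjusted p = 0.0809), and L. oris d5.HND.5_25011a, a species of the mouth and gut, had 35 and 2 counts. On the LAS side, L. ingluviei AF317702.1.1532 had 3972 counts in 15 LAS samples and 323 in 12 HAS samples (-2.63, standard error 1.75, edgeR adjusted p = 0.211). Turicibacter d5.HND.1_35225a, a bacterium of the small intestine, had 255 counts in 7 LAS samples and 5 in 2 HAS samples, and L. agilis CP016766.50286.51857 had 657 and 42. Only 3 of the 31 passed the threshold: L. reuteri CP002844.1843677.1845240, L. crispatus AB008206.1.1556 and the Lactobacillus IEDS9QS05F8G4Y, whose jejunal counts come from 1 sample. Of the OTUs called here over all segments, 5 have counts in both lines, 3 higher in HAS and 2 higher in LAS. With scaling by total counts, 19 of the 23 OTUs on the HAS side kept their sign, as did all 8 on the LAS side. That scaling also passed 3 of the 31, and IEDS9QS05F8G4Y was the only 1 that passed with both. The others were on the LAS side: L. salivarius CP017107.282938.284507 (edgeR adjusted p = 0.0365) and L. ingluviei AF317702.1.1532 (edgeR adjusted p = 0.0364). The side of the OTUs that passed thus depended on the scaling. Merged OTUs called in both lines numbered 9, with 3 higher in HAS, among them the main Lactobacillus with 102217 counts in HAS and 19914 in LAS (log2 fold change 4.99, standard error 1.10, edgeR adjusted p = 0.00085), and 6 higher in LAS.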

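Among the OTUs without counts in LAS, L. reuteri CP015408.688490.690074 had 350 counts in 3 HAS samples, at least 79.1-fold higher than in LAS (39.9-fold without HAS jejunum 1), and L. reuteri CP006603.1168659.1170255 had 155 counts in 4, at least 35.0-fold higher (8.74-fold without HAS jejunum 1). Among those without counts in HAS, L. aviarius d5.LND.1_84260a had 9393 counts in 9 LAS samples, at least 4619-fold higher (1309-fold without LAS ileum 3), and L. aviarius AB326355.1.1488 had 1265 counts in 13, at least 622-fold higher (394-fold without LAS jejunum 2). E. cecorum CP010060.138079.139617 had 208 counts in 12 LAS samples (at least 102-fold, and 66.3-fold without LAS jejunum 2), Peptostreptococcaceae AM930372.1.1464 had 306 counts in 11 (at least 150-fold, and 111-fold without LAS jejunum 6), and L. alvi HQ718585.1.1496 had 323 counts in 7 (at least 159-fold, and 67.7-fold without LAS duodenum 2). Each bound takes 3 counts over the line as the floor, and the bounds without the sample of most counts were chosen after seeing the data. The bounds hold for single OTUs and not always for the species. Among merged taxa, L. reuteri had 517 counts in 12 LAS samples against 5370 in HAS, and E. cecorum had 13 counts in 4 HAS samples. Merged L. aviarius and L. alvi still had no HAS counts. Of the OTUs called by edgeR's quasi-likelihood test, 93 had counts only in HAS and 40 only in LAS. In the authors' deposited table, an FDR p-value of at most 0.05 was reached by all 100 OTUs found only in HAS, 93 of which have counts in a single sample, and by 35 of the 146 found only in LAS. Among merged OTUs, 8 of those called had counts only in HAS and 10 only in LAS.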

**FIGURE 6:**
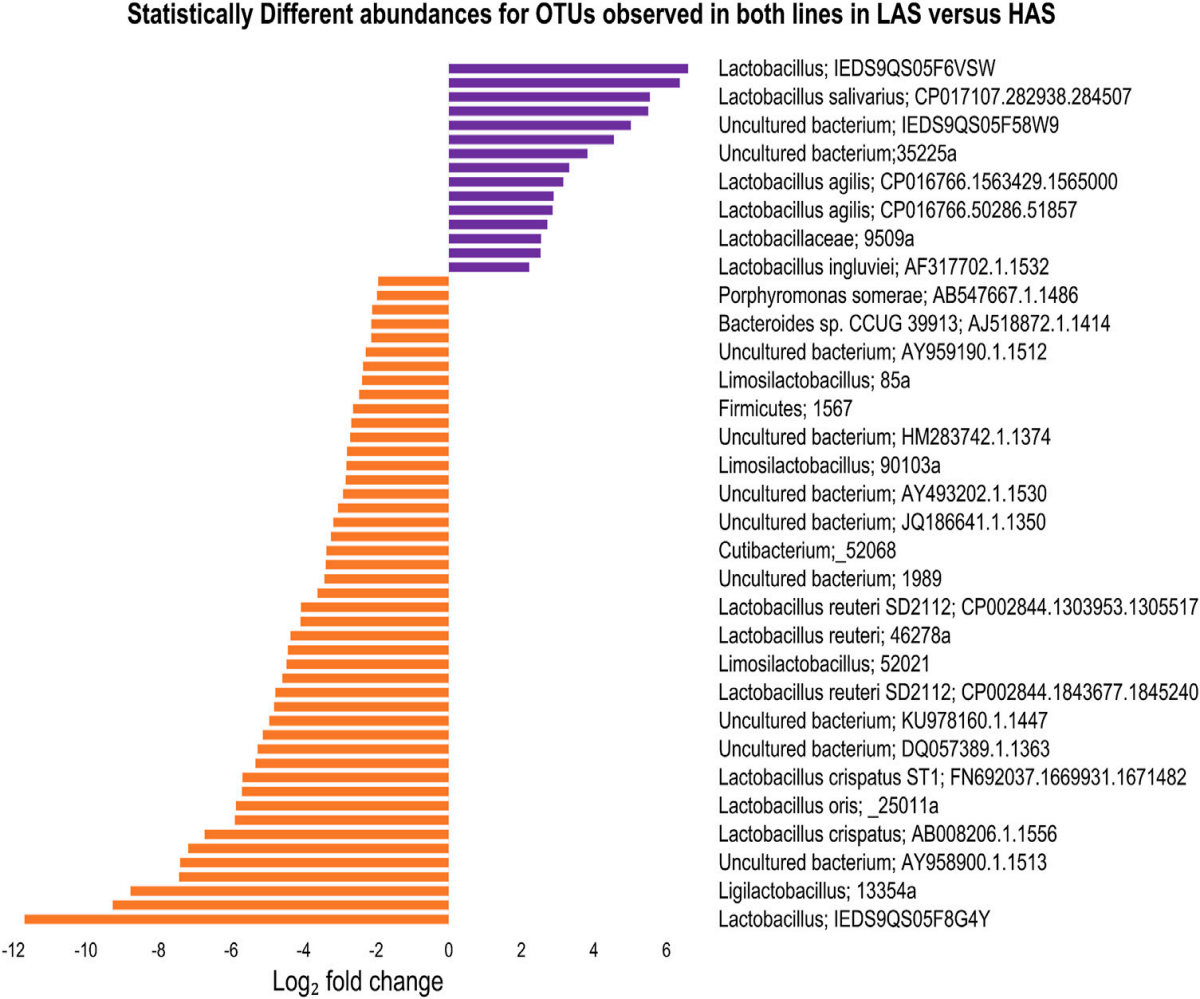
Statistically different microbes between HAS and LAS for OTUs observed in both lines in any intestinal segment.

PERMANOVA revealed statistically significant line by tissue differences. 

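The share of variation that line took was 21.7% in the duodenum, 15.3% in the jejunum and 31.7% in the ileum (R2 of the Bray-Curtis distances within each segment). This order depended on how OTUs were compared: the shares were 23.2%, 29.1% and 32.2% with merged OTUs and 25.1%, 47.6% and 16.6% on the tree of sequences, both chosen after seeing the data, so that the jejunum was the lowest as deposited and the highest on the tree. Whether the line difference of single OTUs depended on the segment was tested with edgeR's interaction term, which called 0 of 450 OTUs (14 at an unadjusted p of 0.05). DESeq2 and edgeR's likelihood ratio test also called 0. L. aviarius, absent from every HAS sample, held 6.66% ± 11.6 (SD, n = 6) of the merged counts in LAS duodenum, 9.07% ± 16.1 (n = 6) in LAS jejunum and 23.5% ± 38.9 (n = 4) in LAS ileum, and its line difference did not differ between segments (permutation p = 0.546). The main Lactobacillus held 67.0% ± 39.6, 77.3% ± 33.3 and 77.02% ± 36.3 in the duodenum, jejunum and ileum of HAS and 30.1% ± 23.8, 20.0% ± 18.1 and 25.4% ± 26.8 in LAS (difference between segments, permutation p = 0.705). A p that misses the threshold at 4 to 6 samples per group does not show that the line difference was alike in the segments.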

The jejunum and ileum were significantly different between lines, though there was not a significant difference between the duodenum of HAS *versus* LAS. 

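In the jejunum, the merged counts of LAS held more L. agilis than those of HAS in the mean (11.5% ± 12.9 against 0.451% ± 1.01, SD, n = 6 each, exact permutation test p = 0.0152, adjusted p = 0.0606) and more L. ingluviei (5.80% ± 6.28 against 0.0729% ± 0.0917, exact p = 0.0152, adjusted p = 0.0606). In the ileum, E. cecorum held 6.30% ± 9.70 in LAS (n = 4) and 0.00561% ± 0.00891 in HAS (n = 6, exact p = 0.00952, adjusted p = 0.0519). In the duodenum, L. aviarius was found in LAS alone (exact p = 0.00952, adjusted p = 0.0519). None of these passed after adjustment over the 20 merged OTUs and 3 segments. As whole communities, the lines differed in the jejunum (exact permutation test on Bray-Curtis distances, p = 0.00216, adjusted p = 0.00649 over 9 pairs of groups) and in the ileum (exact p = 0.00952, adjusted p = 0.0143), and not in the duodenum (exact p = 0.0714, adjusted p = 0.0918). The duodenum passed with the Jaccard distance (exact p = 0.0143), with square roots of the shares (exact p = 0.0190) and without HAS duodenum 1 (exact p = 0.0357), and the ileum did not pass on the tree of sequences (exact p = 0.143). With merged OTUs the jejunum (R2 29.1%, exact p = 0.0152) and the ileum (R2 32.2%, exact p = 0.00952) each had an adjusted p of 0.0682, and on the tree the jejunum passed (R2 47.6%, exact p = 0.00216, adjusted p = 0.0195). By OTU, edgeR called 61 in the jejunum (51 higher in HAS, 178 at an unadjusted p of 0.05), 0 in the duodenum (20 unadjusted, DESeq2 5) and 0 in the ileum (35 unadjusted, DESeq2 3). The jejunal count fell to 0 without HAS jejunum 3, 4 or 6 or without any 1 of the LAS jejunal samples, and was 37 without HAS jejunum 2 and 33 without HAS jejunum 5.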

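HAS duodenum and HAS jejunum shared their main bacterium: the Lactobacillus that holds d5.HND.1_948a was the largest merged OTU in both. By the OTUs as deposited, the segments stood apart, with segment taking 31.6% of the variation (exact permutation test, p = 0.00476, adjusted p = 0.00857). This share was 4.12% after OTUs of near-identical sequence were merged (exact p = 0.557), and the segments did not differ on the tree of sequences (exact p = 0.424). LAS jejunum and LAS ileum differed as deposited (R2 21.7%, exact p = 0.00476), and not after merging (9.79%, exact p = 0.538) or on the tree (exact p = 0.924). As deposited, HAS jejunum also differed from HAS ileum (36.0%, exact p = 0.00216; 6.44% and exact p = 0.610 merged), and LAS duodenum from LAS jejunum (27.0%, exact p = 0.00216; exact p = 0.0931 merged). On the tree, LAS duodenum and jejunum had an exact p of 0.0455 and an adjusted p of 0.205, the duodenum holding more Cutibacterium and Streptococcus and the jejunum more of the L. salivarius group in the mean. The duodenum and ileum did not differ in HAS (8.93%, exact p = 0.490) or LAS (9.46%, exact p = 0.619), except with the Jaccard distance in LAS (exact p = 0.0476). With HAS duodenum and jejunum compared within chickens of the same number, the exact p was 0.0625, the smallest that 4 pairs allow, so that design cannot pass 0.05.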

Within line, significant differences were observed between HAS duodenum and jejunum, and between LAS jejunum and ileum.

### Functional analysis

Functional analysis identified 1385 KEGG molecules which were differentially abundant between lines; 704 more abundant in LAS *versus* 681 more abundant in HAS. Using the KEGG mapper tool for each list of molecules revealed enrichment of modules for different types of metabolic pathways between lines. Of the top 10 modules in HAS five were associated with biosynthesis of molecules fatty acid, lysine, pyrimidine, riboflavin, and coenzyme A. Four were involved in the 3-Hydroxypropionate bi-cycle, glycolysis, antimicrobial resistance, and ATPase activity. Conversely, LAS had three modules involved in degradation: AMP, GMP, and phenylacetate. Three modules were enriched for reductive carbon conversion, two were involved in menaquinone biosynthesis, and one in NAD biosynthesis. LAS and HAS both had enriched modules for C5 isoprenoid, though HAS was enriched for the mevalonate pathway whereas the non-mevalonate pathway was enriched in LAS.

### Machine learning and host pathway analysis

Figure 7 summarizes the machine learning workflow. In the jejunum, the combination of the top twenty OTUs identified via machine learning resulted in an average predictive performance of 98.61%, that is to say the algorithms were able to identify patterns in the abundance data for these microbes which could be used to accurately classify the samples as being from the HAS line or LAS line on average 98.61% of the time. 

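Lactobacilli filled most of the list of the 20 jejunal OTUs that ranked highest on information gain and p-value. L. salivarius CP017107.282938.284507, a species of the bird intestine, had counts in all 6 LAS samples (1587 in all) and in 1 HAS sample (3 counts, exact permutation test, p = 0.00216). L. ingluviei AF317702.1.1532 had 1683 counts in 5 LAS samples and 19 in 4 HAS samples (exact p = 0.0152), and Romboutsia EF446226.1.1355 had 1397 counts in 5 LAS samples and none in HAS (exact p = 0.0152). Of the 20 OTUs, 13 were higher in LAS and 7 in HAS, and 8 had an exact p of at most 0.05. Together they placed the 12 samples in the right line 84.3% of the time (SD 10.9 over 3 algorithms and 2 validations), with scikit-learn in place of WEKA and the OTUs ranked on all 12 samples. Ranking the OTUs within each training set gave 79.2%, and using all 450 OTUs gave 60.7%. Of the 9 predictive OTUs that the paper names, 7 are not among these 450, so its top 20 were in part other OTUs.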

The randomized datasets performed at an average of 45%, which is very close to the 50% expected by random probability and assured us that “true” machine learning occurred. Of those top twenty OTUs, eleven had average individual predictive performance >75%, however two were only present in the LAS line. 

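With the line labels of the 12 jejunal samples shuffled and the OTUs ranked anew, the top 20 OTUs gave the shuffled label 65.1% ± 12.4 of the time (SD over 10 randomized datasets), and 1 of the 10 datasets did as well as the real labels, at 87.1%. In such a dataset the ranking picks the lactobacilli and other OTUs that happen to follow the shuffled label in all 12 samples, the test samples included. With the ranking made in each training set only, the randomized mean was 50.5% against 79.2% for the real labels, and 1 of the 10 datasets did as well as the real labels, at 81.7%. Merged OTUs gave 77.5% with the real labels and 58.0% with shuffled labels, where the highest of the 10 datasets reached 77.4%. Ranked in each training set only, they gave 74.2% and 47.8%, with a highest of 62.9%. None of the 10 datasets was as high as the real labels in either case. From its randomized performance near that of chance, the paper concludes that true machine learning occurred.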

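Alone, 2 of the top 20 OTUs placed samples in the right line more than 75% of the time. L. crispatus EF120374.1.1550 reached 85% with 13 counts in 4 HAS samples and none in LAS (exact permutation test, p = 0.0606), and L. salivarius CP017107.282938.284507 reached 76.7%. Next came the Lactobacillus AY958900.1.1513 with 73.2% (6780 counts in HAS and 627 in LAS, exact p = 0.0281) and L. reuteri CP006603.1168659.1170255 with 72.2%. E. cecorum CP010060.138079.139617, found in LAS only, reached 68.5% (137 counts in 5 samples, exact p = 0.0152). The lowest of the 20 reached 52.5%. No merged OTU passed 75%, the highest being the main Lactobacillus with 74.7%.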

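L. crispatus EU559595.1.1562, a lactobacillus of the chicken crop and intestine, had 2, 26, 0, 8, 2 and 0 counts in HAS jejunum 1 to 6 and 0, 0, 0, 0, 2 and 2 counts in LAS jejunum 1 to 6. The lines did not differ in its count (exact permutation test, p = 0.249), and alone it placed 58.3% of samples in the right line, against 56.8% with shuffled labels. The Lactobacillus IEDS9QS05FX4Q0 had 23 counts in HAS jejunum 5 and none in the other jejunal samples (exact permutation test, p = 1), and placed 50% in the right line. The counts of EU776306.1.1423, AY958858.1.1540, EU460910.1.1421, EU774852.1.1423, HM218868.1.1554, HM218952.1.1524 and EU459393.1.1420 were not analysed here.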

The nine remaining OTUs which were both predictive of line and present in at least one sample from each line included eight uncultured strains of the genus *Lactobacillus* identified as EU776306.1.1423, AY958858.1.1540, EU460910.1.1421, EU774852.1.1423, EU774852.1.1423, IEDS9QS05FX4Q0, sp. HM218868.1.1554, and HM218952.1.1524, one species of *Lactobacillus crispatus*: EU559595.1.1562, and one of the genus *Enterococcus* EU459393.1.1420 (also uncultured). These OTUs were subsequently used to identify host gene expression associated with the relative abundance of each microbe, which were used as input for pathway enrichment analysis.

**FIGURE 7:**
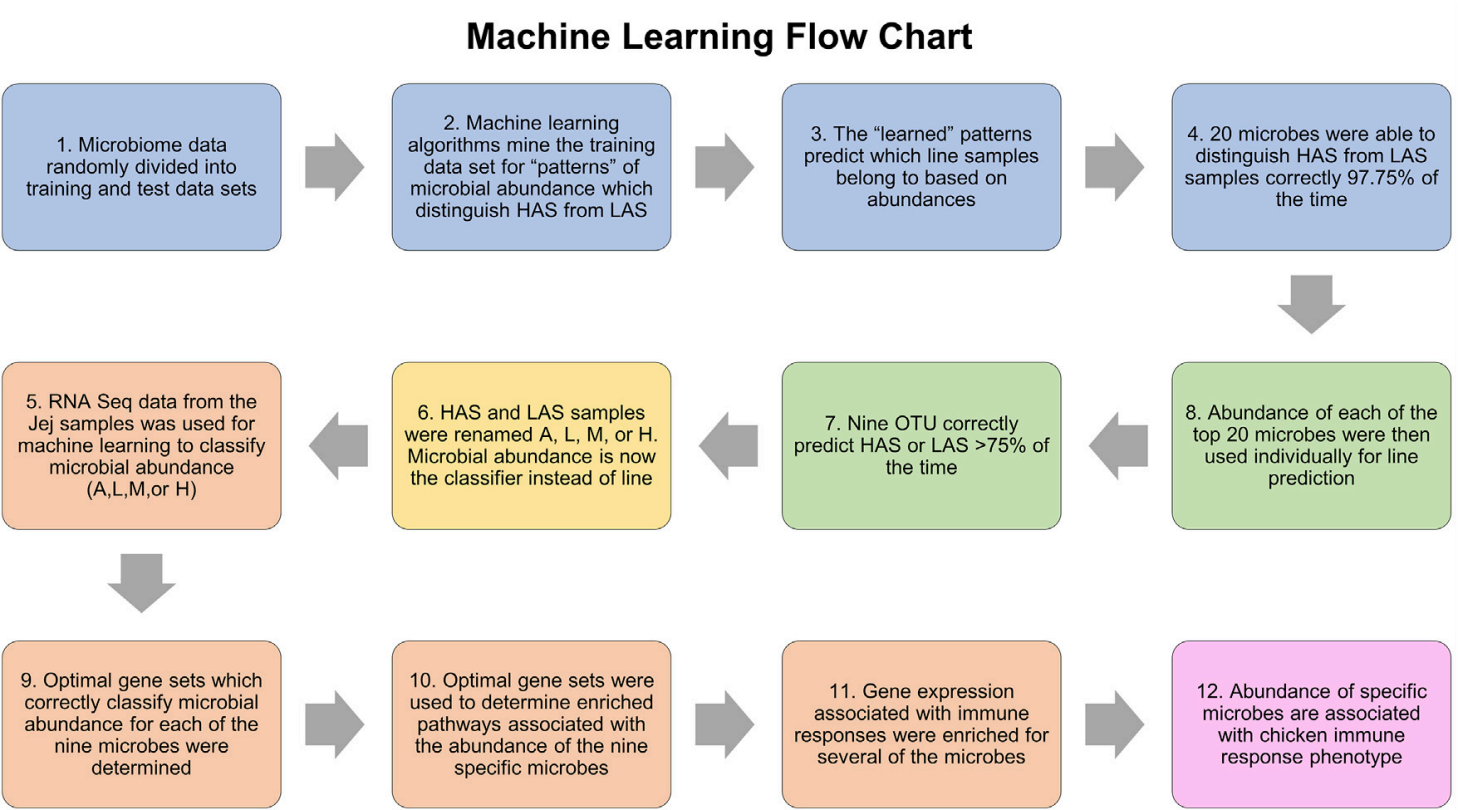
Flowchart of the machine learning process.

Each OTU dataset was run independently using the three machine learning algorithms and two cross validation methods. The relative abundance of microbes was used as the classifier (absent, low, medium, or high) and the predictive dataset attributes were composed of the gene expression data in transcripts per million. RNA was sequenced from the jejunum tissue samples, the contents from which the microbial DNA was isolated. The list of genes whose expression patterns most accurately predicted relative OTU abundance was determined for each of the nine OTUs and used for pathway enrichment analysis. Predictive performance for each optimized gene list was between 67% and 90%. Genes lists varied from 35–500 and IPA was able to map >60% of those in each list. The randomized negative control dataset performances were between 27% and 38%, close to the expected 33.3% indicative of random chance. The results of machine learning and IPA are summarized in Table 2, and all metrics for the machine learning algorithm runs with optimized feature sets can be found in Supplementary Table S1.

**TABLE 2:** Functional pathway enrichment for genes associated with most predictive microbes.

Taxa	% Correct line prediction	Top ave % performance for RNASeq	# Genes for maximum performance	#IPA mapped genes	Top enriched pathways
Ent_UnCul_EU459393.1.1420	90	82	339	244	Neuroinflammation Signaling Pathway, Antigen Presentation Pathway, Virus Entry via Endocytic Pathways
LB_crispatus_EU559595.1.1562	83	85	35	22	Flavin Biosynthesis IV, Tetrapyrrole Biosynthesis II, Selenocysteine Biosynthesis II
LB_UnCul_EU776306.1.1423	78	78	325	253	Glycolysis I, Colanic Acid Building Blocks Biosynthesis, Heme Degradation
LB_UnCul_AY958858.1.1540	88	74	349	264	Gnaq Signaling, fMLP Signaling in Neutrophils, IL-1 Signaling
LB_UnCul_EU460910.1.1421	76	88	83	58	Synaptogenesis Signaling Pathway, Neuregulin Signaling, UDP-N-acetyl-D-galactosamine Biosynthesis II
LB_UnCul_EU774852.1.1423	79	85	500	444	Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis, ERK/MAPK Signaling, Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis
LB_UnCul_IEDS9QS05FX4Q0	76	90	228	186	Phagosome Maturation, Antigen Presentation Pathway, Colanic Acid Building Blocks Biosynthesis
LB_UnCul_sp.HM218868.1.1554	79	75	312	219	WNT/B-catenin Signaling, Neuroinflammation Signaling Pathway, Stearate Biosynthesis I, (SLC25A51)
LB_UnCul_HM218952.1.1524	78	67	45	40	NADH Repair, Salvage Pathways of Pyrimidine Deoxyribonucleotides, Insulin Secretion Signaling Pathway

## Discussion

Forty generations of divergent selection have resulted in a greater than six-fold difference in 5 day post injection antibody titer to sheep red blood cells between the HAS and LAS lines. Previous research has identified differences which help explain the phenotype, including their major histocompatibility B-haplotypes, as well as other genetic loci identified via pooled resequencing and quantitative trait loci mapping of an advanced intercross line (Gehad et al., 1999; Dorshorst, Siegel, and Ashwell, 2011; Lillie et al., 2017). However, much of the variation in antibody response has yet to be elucidated. The microbiome has become a key area of immunology research, and given that commensal microbes are thought to coevolve with their host (Zhao et al., 2013; Meng et al., 2014; Yang et al., 2017; Koskella and Joy, 2020), and influence host humoral response to vaccines (Zimmermann and Curtis, 2018; Gonçalves et al., 2021) the microbiomes of HAS and LAS likely play a role in their differential antibody response phenotypes.

Sequencing the small intestinal microbiome of HAS and LAS has demonstrated an association between genetic selection and microbial composition and diversity. The microbiome of the small intestine were distinctly different between lines HAS and LAS, wherein LAS exhibited greater microbial diversity than HAS, in agreement with previous fecal microbiome research (Zhao et al., 2013). Genetic selection for high or low antibody response to SRBCs appears to have resulted in an inverse relationship with commensal microbe diversity. While LAS exhibited greater numerical diversity, it is also important to note that from a statistical standpoint HAS displayed an increased abundance of more microbial strains. The discordant observances in statistical *versus* numerical abundance may be attributed to greater within line diversity in LAS than HAS. That is to say, HAS may have more microbes which differ statistically from LAS, but that is because LAS samples differ more from one another than HAS samples do. This is further supported by the results of the alpha diversity analysis, where the diversity captured in the HAS samples appears more comprehensive.

*Lactobacillus*, being a predominant genus in both lines, warrants additional exploration. The species/strains of lactobacilli present in one line are often significantly reduced or entirely absent in the other and it is important to consider the additive effects of small differences in microbial abundance and composition that may contribute to host physiology. Studies of feeding different probiotic *Lactobacillus* strains result in various degrees and types of immunostimulant (Perdigón, Fuller, and Raya, 2001). One of the main ways microbes exert an effect on host immune response in the gut is via fermentation products such as lactic acid, and the short chain fatty acids (SCFA) (Kim, 2018). As its name suggests, *Lactobacillus* is responsible for producing lactic acid and while some strains can produce short chain fatty acids or manipulate the microbial environment leading to SCFA production by other microbes (H. Li et al., 2020) there is a negative correlation between *Lactobacillus* and SCFA content, particularly butyrate, in the small intestine of poultry (H. Yang et al., 2018; Du et al., 2020; Ranjitkar et al., 2016). Butyrate, and to a lesser degree propionate, have been reported to inhibit dendritic cells, T helper cells, and B cells (Millard et al., 2002; Singh et al., 2010; Arpaia et al., 2013; Trompette et al., 2014; Sanchez et al., 2020) all of which would contribute to diminished immunoglobulin production. If the intestinal microbiome composition of HAS favors a reduction in SCFA producing bacteria compared to LAS, it could help explain the enhanced antibody response to sheep red blood cells observed in that line. Conversely, while intestinal lactic acid concentration has not been studied specifically in regard to antibody response, there are data to indicate that it may contribute positively. Cell culture experiments with supplemented lactic acid resulted in an increase in antibody production (Kromenaker and Frirdrich, 1994). Children suffering from rotavirus induce diarrhea given oral probiotic *Lactobacillus gg* exhibited an increase in antibody secreting cells (Kaila et al., 1992) and broilers fed probiotic *Lactobacillus bulgaris* had increased antibody titer to Newcastle’s Disease Virus vaccination (Apata, 2008). Additionally lactic acid bacteria are currently being investigated as a useful vector for vaccines (Szatraj, Szczepankowska, and Chmielewska-Jeznach, 2017). Whether it is a result of the higher levels of lactic acid, or some other metabolite produced by *Lactobacillus*, the antibody response to SRBCs observed in HAS is likely influenced by the increased abundance of commensal *Lactobacillus*.

Other microbial metabolites can also stimulate host physiology. Modules for microbial riboflavin and lysine biosynthesis were more enriched in HAS compared to LAS, which have been shown to impact immune cell function and antibody response. Antibodies to S*almonella pullorum* were observed to be impaired in animals with diets deficient in riboflavin (Panda and Combs, 1963) and influenza vaccines containing riboflavin adjuvants resulted in increased antibody titers (Quintilio et al., 2016). Additionally, microbes have been shown to present riboflavin metabolites to the MHCI related protein (MR1) of mucosal associated invariant T-cells (Treiner et al., 2003; Toubal et al., 2019). Lysine deficiency has been associated with reduced antibody response to Newcastle disease in broilers, and chickens on diets with supplemented lysine were found to have an increase in antibody titer (Chen, Sander, and Dale, 2003; Faluyi et al., 2015). Future studies may include full metagenomic sequencing to better characterize the spectrum of gut microbial metabolites which may impact chicken antibody response.

Machine learning allows for the addition of host pathway analysis related to microbe abundance. These data further support the involvement of commensal microbes in antibody response as the abundance of the microbial strains most predictive of host line are associated with enriched expression of host genes involved in antigen presentation, inflammation, and immune cell responses. Future studies may look to better determine how these specific microbes may be impacting the molecular pathways identified using this integrated machine learning approach.

By taking an integrated approach which includes 16S microbiome sequencing, functional microbiome analysis, and machine learning to characterizing the small intestinal microbiome of genetically selected lines, HAS and LAS we have been able to demonstrate differences which may influence antibody response to SRBCs. In agreement with the results of fecal microbiome sequencing (Yang et al., 2017) we saw an increase in microbial diversity in LAS birds and an increase in *Lactobacillus* abundance in HAS birds. In addition to characterizing the microbiota of the separate small intestinal segments *versus* the combined microbiota of feces, another novel aspect of our experiment is that the chickens in our study had not been injected with sheep red blood cells, thus the differences we observe are native and not influenced by antigen exposure. Based on what has been published with regard to *Lactobacillus* and microbial metabolites, our results support a role for the involvement of the associated gut microbiome with the high and low antibody response to SRBCs in these divergently selected lines. Including functional microbiome data has allowed for the inferential identification of enriched microbial modules, the products of which may influence host phenotype. Finally, machine learning allows for identifying specific microbe strains whose abundance accurately predicts line (HAS or LAS) and enables associating those microbial abundances with host gene expression data to further explore the host-microbe relationship to host antibody response. This is to our knowledge the first time these different data types have been integrated together in this way via the use of machine learning algorithms and offers a novel approach to better understanding host physiology with regard to microbiota composition.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE206804 https://www.ncbi.nlm.nih.gov/, GSE240908.

How the deposited data were processed for this re-analysis (not part of the article)

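Intestinal contents of 6 chickens per line were sequenced for part of the 16S rRNA gene, and 32 samples were analysed: 4, 6 and 6 of HAS and 6, 6 and 4 of LAS for the duodenum, jejunum and ileum. The counts are the numbers of reads per OTU and sample as the authors deposited them, after quality control and grouping of reads into OTUs at 97% identity against SILVA, with no normalization. The deposited log2 fold changes of LAS over HAS come from the authors' generalized linear model over all samples, and the covariates of that model are not stated. The deposited p-values, FDR p-values and Bonferroni values come from the same model of the authors. The file holds 450 OTUs with at least 10 counts each and 222655 counts in all, from 2013 to 12522 per sample (median 7080). Samples were grouped by line and segment as their labels give them. A single sample of median depth gives the share of a bacterium with counting error only, and all intervals and bounds given cover this error and not that between chickens. An OTU without counts in a line of 132707 (HAS) or 89948 (LAS) counts was given a floor of 3 counts for the bound of its fold change. A total of 7 OTUs (196 counts, 0.0880%) carry no taxonomy and are reported by count only.

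Differences between lines were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, segment as a covariate, Benjamini-Hochberg adjustment, threshold 0.05) for OTUs and for 117 named taxa, in each segment, and for the interaction of line and segment. Alternatives were scaling by total counts, DESeq2 1.42.0 with poscounts size factors, the edgeR likelihood ratio test, counts in at least 3 samples, the replicate number as a block, limma 3.58.1 with voom, counts summed per chicken, no segment term, thinned counts, other adjustments and leaving out each sample in turn. The TMM factors ran from 0.0262 (HAS jejunum 3) to 9.44 (HAS jejunum 1). The test was tried on simulated counts for 381 OTUs: of OTUs changed 4-fold it called 21.6%, of those changed 16-fold 40.9%, all in the right direction, and 13.6% of its calls were false. The simulation gave every OTU the same spread, unlike the real OTUs with counts in a single sample. Its share of false calls therefore cannot be carried over to the real calls. Calls were also counted in 100 splits of the samples within segments, the real one included. Over all segments the other splits called a median of 96 OTUs, against 138 with the real lines.

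Values per sample (shares of taxa, numbers of OTUs, orders, distances) were compared with two-sided exact permutation tests within a segment and with 100000 permutations of line within segments for all segments. Communities were compared by permutational analysis of Bray-Curtis distances with every split of the samples enumerated, and as alternatives with Jaccard distance, counts by genus, square roots, a weighted UniFrac distance on a tree of the taxonomy ranks and no organelle OTUs (scikit-bio 0.7.3, SciPy 1.17.1, NumPy 2.4.6, pandas 2.3.3 and Python 3.11.15). On tables of 183 OTUs simulated for the jejunal comparison, the test of communities called 100% of planted differences (6-fold in 3 taxa). It called 4% of tables without one. Smaller differences and the other comparisons were not simulated. The 19 taxon lists were fixed before the files were opened: Lactobacillaceae, lactic acid cocci, short chain fatty acid producers, clostridia of the small intestine, bifidobacteria, Enterobacterales, skin and reagent bacteria, organelles, mouth anaerobes and single lactobacilli. L. salivarius (permutation p = 0.0810) and Lactobacillaceae (p = 0.219) did not pass, nor did L. crispatus, L. johnsonii, L. oris, L. helveticus and L. vaginalis. These tests used the deposited names. No merged OTU carries the name L. salivarius, L. crispatus, L. johnsonii, L. helveticus or L. vaginalis, as their OTUs fell under other names. The tests therefore do not show that these species were alike in the lines. With the share of pooled counts L. helveticus passed (permutation p = 0.00259, adjusted p = 0.00703). That test permutes the sample totals as well, and the pooled share within the jejunum did not pass (exact permutation test, p = 0.240). No OTU carries the name L. gallinarum.

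After the sequences of the OTUs were seen, the barcode, the 20 bases of the forward primer and any tail were removed, and OTUs of at least 150 bases were merged at 97% identity into 183 merged OTUs (158 at 95%, 258 at 99%). Another 18 OTUs were shorter (3714 counts, 1.67%) and stayed unmerged. A tree of 426 OTU sequences (98.2% of counts) was made with MAFFT 7.526 and FastTree 2.2.0 for the weighted UniFrac distance. Prediction of the line used a support vector machine, a neural network and a decision tree of scikit-learn 1.9.0 on 12 jejunal samples, with 6 folds and with 10 splits of 66% and 34%, on the 20 OTUs ranked highest by information gain and p-value, and on 10 datasets with shuffled labels. On simulated tables with 20 OTUs planted at 16-fold it reached 89.7%, and 47.0% with none. Figures were drawn with matplotlib 3.10.9.

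The labels give each sample a number within its line and do not state that a number marks the same chicken in every segment. HAS duodenum and jejunum of the same number deviated together in all 4 pairs (correlation 0.811 to 0.882), so those numbers were taken to pair the samples. Whole chickens were permuted as well for results over all segments, a setting chosen after the data were seen, with line and number as the chicken (924 splits). In no other pair of groups was every correlation over 0.1. The functional prediction and the gene expression results of the paper were not analysed here, nor were HAS duodenum 4 and 6 and LAS ileum 1 and 4.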

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

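The merging of OTUs, the sequence tree and the permutation of whole chickens were chosen after the data were seen, the last after the result it bears on, and each other test of barcodes, one-line OTUs and segments was written before its own result was seen. HAS ileum 1 stood apart from the other HAS ileal samples, with 108 OTUs against 15 to 32 (gap over range 0.817 by Dixon's test, above its limit for n = 6). Its share of the main merged Lactobacillus was 6.63% (95% interval 6.15 to 7.13) against 68.9% to 99.1% (gap over range 0.673), and a Romboutsia (d5.HND.1_9227a) held 69.7% of it (68.8 to 70.6) and Cutibacterium 10.4% (9.85 to 11.1). This rule flags about 1 in 20 groups by chance, and 24 such tests gave 2 values past the limit, both in this sample, where 1.2 were expected. Plant and host organelles, whose chloroplasts carry the phylum name Cyanobacteria, held a mean of 4.58% of the counts in LAS. Candidatus Arthromitus, the segmented filamentous bacteria that attach to the ileal wall and drive immune maturation, had 133 counts in 4 LAS samples, 107 of them in LAS ileum 6 (2.21%, 95% interval 1.81 to 2.66), and 255 counts in HAS ileum 1 alone (2.54%, 2.24 to 2.87), and the lines did not differ (permutation p = 0.673).

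The sequences of all 165 OTUs named after jejunal reads begin with a sample barcode, a feature of the deposited table that the paper does not describe. Kept barcodes fit the pattern of OTUs found in 1 line only: after trimming and merging, 70% of such OTUs named after jejunal reads fell in merged OTUs with counts in both lines, but so did 58.1% of the SILVA references and 41.9% of those named after duodenal or ileal reads, which carry no barcode but can merge with OTUs that do (by counts 92.4%, 62.0% and 7.07%). OTUs that fall in 1 line under any grouping, because few samples hold them, are argued against as the whole of it, since the 246 one-line OTUs exceeded the permuted mean of 214 (permutation p = 0.0253, and exact p = 0.0455 over 924 splits of whole chickens with a mean of 216). Bacteria of 1 line only stay open: the 56 one-line merged OTUs had a permutation p of 0.0733 (0.0931 with whole chickens), but that bound on the total was a poor one, since L. aviarius alone has 14285 counts in LAS and 0 in HAS.

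Jejunal samples stood apart from duodenal ones in HAS. Grouping of jejunal reads into OTUs of their own fits, as segment took 31.6% of the variation before and 4.12% after trimming and merging. Whether the bacteria of the segments differ as well cannot be told apart from this: the exact permutation p on the sequence tree was 0.424, but the bound written for it was wrong, since a p above the threshold does not show that segments are alike, and LAS duodenum and jejunum had an exact p of 0.0455 on the same tree.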

How the results depend on the processing

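The settings with merged OTUs, the sequence tree, whole chickens permuted, duodenum and ileum only, and the authors' FDR p-values were chosen after the data were seen, and all others were planned. The cause of each change below was not tested, except that fewer samples or OTUs enter some settings. The alternative with no filter on counts was not run, since the table already lacks OTUs under 10 counts. Recovery was low in the simulation described in the processing summary, so a count of calls is not the number of OTUs that differ.

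Over all segments, 138 OTUs differed, and 12 with DESeq2, 36 with the likelihood ratio test, 42 with counts in at least 3 samples, 27 with OTUs merged, 30 with duodenum and ileum only, 288 with no segment term, 55 with counts summed per chicken, 2 with Bonferroni, 226 with unadjusted p and 76 with thinned counts. Leaving out a sample gave 10 to 139. In the duodenum DESeq2 called 5 OTUs against 0. In the jejunum 61 became 37 with total scaling, 6 with DESeq2, 24 with the likelihood ratio test, 13 with counts in at least 3 samples and 15 with OTUs merged, and 0 to 74 leaving out a sample. In the ileum 0 became 1 with total scaling, 3 with DESeq2, 12 with counts in at least 3 samples and 1 with OTUs merged. Of taxa 12 became 36 with total scaling, and 9 to 25 leaving out a sample. Total scaling turned the split of OTUs from 96 higher in HAS and 42 in LAS to 37 and 80.

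Some directions turned with OTUs merged. The share of Lactobacillaceae over all segments was lower in HAS by 9.79 points (permutation p = 0.219) and higher by 19.1 merged (p = 0.0394, adjusted p = 0.107), and in the ileum lower by 37.0 (exact permutation p = 0.0190, adjusted p = 0.0987) and higher by 11.4 merged (p = 0.476). Of the taxon lists 6 passed over all segments and 5 with whole chickens permuted, where the lines still differed as communities (permutation p = 0.00649). With pooled shares 8 passed, in a test that permutes the sample totals as well.

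OTUs present in HAS numbered 304, and 192 at 20 counts, 140 merged, 120 merged at 95% and 189 at 99%. In LAS 350 became 208, 170, 149 and 218, and in both lines 204 became 127 merged and 111 merged at 95%. The richness difference in the duodenum was 58, 60.9 thinned and 44 to 76.3 leaving out a sample. In the ileum it was 31.2, and 15.7 to 45.1 leaving out a sample, and the Shannon index differed by 1.49.

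Exact permutation p of HAS against LAS duodenum was 0.0714, 0.0143 with Jaccard, 0.0190 with square roots and 0.0357 to 0.167 leaving out a sample. For HAS against LAS ileum it was 0.143 on the sequence tree. HAS duodenum against jejunum gave 0.557 merged and 0.424 on the tree, HAS jejunum against ileum 0.610 and 0.794, LAS duodenum against jejunum 0.0931 merged, LAS jejunum against ileum 0.538 and 0.924, and LAS duodenum against ileum 0.0476 with Jaccard. Prediction from all OTUs was 60.7% right against 84.3%.

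With the replicate number as a block, 8 OTUs differed over all segments and 0 in the jejunum, and the exact permutation p was 0.0625 for HAS against LAS ileum, HAS duodenum against jejunum and LAS jejunum against ileum, the smallest that 4 pairs allow. Samples of the same number within a line correlated at a mean of 0.849 in HAS duodenum and jejunum, 0.506 in HAS duodenum and ileum, 0.263 in HAS jejunum and ileum, 0.428 in LAS jejunum and ileum, 0.136 in LAS duodenum and jejunum and -0.113 in LAS duodenum and ileum. Between lines they share only a number (lowest correlation -0.567, in HAS and LAS jejunum), and in no pair of groups did every sample correlate best with its own number.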

Differences from the paper's values

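Only the settings named as chosen after seeing the values were unplanned, and the paper states a threshold of 0.05 for its OTUs, on the FDR p-value in its results and on p in its methods. The paper gives 65 OTUs that differ between lines and occur in both, and 5 were called here. No planned setting comes within 1.5 times of it, the highest being 42 with no segment term and 38 with limma-voom. Of these, the paper gives 18 higher in LAS against 2 here, where no segment term gives 24 and the other planned settings stay apart. The paper gives 47 higher in HAS against 3 here, where limma-voom gives 35 and the other planned settings stay apart. The authors' deposited FDR p-values, a setting chosen after seeing the values, give 51, 13 and 38, and drop 20 of the 206 OTUs the paper calls. Their deposited p-values at 0.05 without adjustment, also chosen after seeing the values, give 60, 17 and 43 and drop 6, and the planned setting with unadjusted p gave 14, 4 and 10. The 206 OTUs with the smallest deposited p-values, also chosen after seeing the values and dropping none, give the paper's 65, 18, 47, 100 and 41, with a largest p of 0.0549 and a largest FDR p-value of 0.120.

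The paper puts lactobacilli at over 95% of Firmicutes in both lines, and here they held 41.4% in HAS and 48.6% in LAS by deposited names. The pooled share, a planned setting, stays apart as well, at 37.9% and 57.7%. With the names of merged OTUs, a setting chosen after seeing the values that drops none of the paper's genera, they held 93.4% and 80.0%.

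The paper has 11 of its top 20 OTUs predict the line alone in over 75% of cases, and here 2 did. Of those found in LAS only it has 2, and here there were 0. For the Lactobacillus IEDS9QS05FX4Q0 the paper gives 76% and the value here was 50%. With merged OTUs, a setting chosen after seeing the values, 0 did and 0 were found in LAS only, and no other setting was run for these 3 values.

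The paper labels the largest slice of its Figure 1 as L. aviarius, and the OTU with that share was 80.6% identical to L. aviarius and 100% to a Lactobacillus reference.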

Other observations

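The tests of the authors' table, of the Table 1 classes and of whole chickens were chosen after their results were seen, and the other tests were written before. Plant DNA stood higher in LAS: soybean chloroplast (DQ317523.99602.101092) held 3.96% of the merged counts in LAS and 0.175% in HAS (permutation within segments, p = 0.00043, adjusted p = 0.00107), and rice chloroplast (AC276098.91575.93044) did not pass the same test (p = 0.0381, adjusted p = 0.0693). Megamonas (d5.LND.4_48892a), which makes propionate, held 2.96% in LAS duodenum and 0 in HAS duodenum, and Escherichia coli held 1.85% and 0.0555%, and neither differed (exact permutation tests, p = 0.143 and 0.667). Lactobacillus oris held 0.393% in LAS and 0.145% in HAS as means of the segments (permutation p = 0.229).

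More OTUs of 1 line were called in HAS than in LAS in the authors' table. Scaling of the authors' fold changes fits this: over 204 OTUs found in both lines, the authors' log2 fold change minus that of counts scaled by total has a median of -1.50. Higher counts of the HAS-only OTUs are argued against, since among one-line OTUs of 10 to 20 counts all 51 of HAS were called and none of the 77 of LAS, a difference of 100 percentage points. No biological explanation was tested for this pattern.

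Of 100 splits of the samples within segments, the real one included, 23 gave as many OTUs over all segments (highest other 193), 16 as many in the jejunum (119) and 8 as many taxa (28), so chance splits are not excluded for those numbers. For the duodenum, the ileum and the interaction, where 0 were called, all 100, 100 and 100 did. For merged OTUs 4 splits gave as many (highest other 35) and for merged taxa 3 (22), which is under 5 in 100. With whole chickens split, 7 (56) and 8 (33) of 100 did, so chance is not excluded for these either. For OTUs 19 (208) did and for taxa 8 (38), where the highest is several times the real 12. What gives rise to such splits was not tested. A chance match is argued against for the classes of the Table 1 rows that a merged OTU met in all 12 jejunal samples (permutation test, highest corrected p = 0.0162).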
